# Transcriptome and Physiological Analysis of Rapeseed Tolerance to Post-Flowering Temperature Increase

**DOI:** 10.3390/ijms242115593

**Published:** 2023-10-26

**Authors:** Javier Canales, José F. Verdejo, Daniel F. Calderini

**Keywords:** post-flowering temperature increase, *Brassica napus*, heat stress, transcriptome analysis, seed yield, seed number, seed weight, gene coexpression network analysis

## Abstract

Climate-change-induced temperature fluctuations pose a significant threat to crop production, particularly in the Southern Hemisphere. This study investigates the transcriptome and physiological responses of rapeseed to post-flowering temperature increases, providing valuable insights into the molecular mechanisms underlying rapeseed tolerance to heat stress. Two rapeseed genotypes, Lumen and Solar, were assessed under control and heat stress conditions in field experiments conducted in Valdivia, Chile. Results showed that seed yield and seed number were negatively affected by heat stress, with genotype-specific responses. Lumen exhibited an average of 9.3% seed yield reduction, whereas Solar showed a 28.7% reduction. RNA-seq analysis of siliques and seeds revealed tissue-specific responses to heat stress, with siliques being more sensitive to temperature stress. Hierarchical clustering analysis identified distinct gene clusters reflecting different aspects of heat stress adaptation in siliques, with a role for protein folding in maintaining silique development and seed quality under high-temperature conditions. In seeds, three distinct patterns of heat-responsive gene expression were observed, with genes involved in protein folding and response to heat showing genotype-specific expression. Gene coexpression network analysis revealed major modules for rapeseed yield and quality, as well as the trade-off between seed number and seed weight. Overall, this study contributes to understanding the molecular mechanisms underlying rapeseed tolerance to heat stress and can inform crop improvement strategies targeting yield optimization under changing environmental conditions.

## 1. Introduction

Climate-change-induced temperature fluctuations pose a significant threat to crop production, particularly in the Southern Hemisphere, where strong warming is predicted across various global warming scenarios [1,2,3,4]. Recently, Rivelli et al. (2021) reported a temperature increase in the Southern Cone of South America over the past 30–50 years, highlighting the urgency of understanding crop responses to these changes [5].

Southern Chile is a high-yield potential region for temperate crops, including rapeseed [6,7,8,9]. The increasing temperature due to climate change is a critical environmental factor affecting rapeseed, particularly during the grain filling period [10,11]. Although numerous studies have evaluated rapeseed responses to heat stress, most have been conducted under controlled conditions, limiting the applicability of their findings to field conditions [12].

Heat stress during the critical reproductive stages, such as flowering and seed filling, can result in significant losses in rapeseed seed yield [13]. High temperatures during flowering reduce pollen viability and fertilization success, leading to fewer seeds per pod [14]. Additionally, heat stress during seed filling shortens the duration of this stage, impairing seed development and lowering seed weights [15]. Both daytime and nighttime heat negatively impact reproductive development, with nighttime heat at flowering and seed filling substantially reducing the number of seeds per pod and overall seed yield [16].

Advancements in high-throughput RNA sequencing (RNA-seq) have illuminated the transcriptomic adaptations of rapeseed in response to heat stress [13]. Comparative analyses between rapeseed cultivars subjected to control and heat stress conditions have identified a conserved heat stress response mechanism, primarily mediated through the upregulation of heat shock proteins (HSPs) and downregulation of metabolic pathways [17]. Moreover, heat-tolerant and heat-sensitive cultivars display distinct stress-responsive transcriptional profiles, offering valuable insights into potential adaptive mechanisms [17].

Extending these insights, studies focusing on mature *B. napus* seeds have identified differentially expressed genes (DEGs) involved in protein processing, secondary metabolite pathways, and specific transcription factor families such as NAC, ERF, and bHLH [18,19]. These findings collectively elucidate the complex transcriptional landscape that contributes to compromised reproductive success under heat stress conditions.

The trade-off between seed number and seed weight is a critical factor in plant reproduction and crop yield improvement [20]. In rapeseed, seed weight is controlled by maternal genotype, which regulates seed size mainly through cell number [21]. The pod wall serves as a source of nutrients for seed development, with pod wall photosynthesis contributing to seed filling and final seed weight [21]. Transcriptome analysis of rapeseed has revealed genes involved in the interaction between seed weight (SW) and seed number (SN) [20], and genome-wide association studies have identified genetic loci controlling these traits [22].

Previous research on sensitivity of the seed yield to source-sink ratio reduction in southern Chile showed that rapeseed is more susceptible to source reduction between the start of flowering and 15 days after [8], which overlaps with the critical period of rapeseed [23]. Interestingly, seed yield showed partial or full resilience during the beginning of flowering from the start to 15 days after flowering (DAF) [8,23,24]. In a recent heat stress study conducted in Southern Chile [25], where air temperature increased after the beginning of flowering (from 10 to 20 DAF), seed weight of rapeseed was negatively affected, but not seed weight window. This background raises the question about the molecular mechanisms involved in the rapeseed response to both the increased temperature and source reduction during flowering and the beginning of grain filling.

The objective of this paper is to investigate the transcriptome and physiological responses of rapeseed to post-flowering temperature increases, providing valuable insights into the molecular mechanisms underlying rapeseed tolerance to heat stress. This knowledge can inform crop improvement strategies targeting yield optimization under changing environmental conditions.

## 2. Results

### 2.1. Effects of Heat Stress on Seed Yield and Quality Traits of Two Rapeseed Genotypes

The effects of heat stress on seed yield and quality traits of two rapeseed genotypes (Lumen and Solar) were evaluated in two experiments conducted under similar climate conditions during two consecutive growing seasons.

The heat stress treatment increased average temperature between 4.3 ${}^{\circ }$C and 4.8 ${}^{\circ }$C from the beginning of flowering to 15 days after flowering. The seed filling period was affected by heat stress across genotypes and seasons. For instance, seed filling period was shortened by three and six days in Lumen in Season 1 and 2, respectively, whereas Solar was delayed by one day in Season 1 and shortened by two days in Season 2.

Seed yield and seed number showed a significant interaction between genotype and heat stress (*p* = 0.03 and *p* = 0.04, respectively), indicating that both traits were negatively affected by heat stress but to different extents depending on the genotype (Figure 1). Lumen showed an averaged seed yield reduction of 9.3% and no significant change was found in seed number under heat stress, whereas Solar showed an average seed yield reduction of 28.7%, completely explained by the seed number reduction. Moreover, seed yield was negatively correlated with average temperature during the period of heat stress in Solar (R2 = 0.67; *p* = 0.05), but not in Lumen (*p* > 0.05).

Seed weight was affected by genotype (*p* = 0.03), with Lumen having higher seed weight than Solar. On the contrary, this trait did not show any significant response to heat stress (Figure 1). Seed oil concentration was also influenced by genotype (*p* < 0.001), with Lumen reaching higher values (50.5%) than Solar (48.7%). In addition, seed protein concentration was sensitive to both genotype (*p* < 0.001) and heat stress (*p* = 0.038). Contrary to oil, seed protein concentration was higher in Solar (17.0%) than in Lumen (15.4%) in control plants (Figure 1), supporting a trade-off, which has been often reported between these quality traits in rapeseed. Under heat stress, protein seed concentration increased in Solar by 13.1% only during the second growing season.

### 2.2. Multivariate Analysis of RNA-Seq Data Reveals Differential Effect of Heat Stress on Source and Sink Tissues

To gain further insights into the molecular factors underlying heat stress response in rapeseed plants under field conditions, we conducted a multivariate RNA-seq analysis using pod and seed samples to distinguish the effects of stress on source and sink tissues. 

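The expression data cover 112 libraries, 56 from siliques and 56 from seeds. In each tissue they fill 16 conditions, which combine the spring hybrids Lumen and Solar, heated and control plots, 7 and 14 days after flowering (DAF) and both seasons. Each condition has 3 libraries in season 1 and 4 in season 2, so a comparison of hybrids, treatments or sampling times within a tissue sets 28 libraries against 28, and a comparison of seasons sets 24 against 32. The paper states that each replicate came from an independent plot but describes the field experiments with 3 replicates in both seasons, and its text does not name the plot of the fourth replicate of season 2, so the number of independent plots behind these libraries is not settled. The authors pseudoaligned the reads to the annotated rapeseed transcripts with kallisto and obtained TPM values, in which a library has a fixed sum. The deposited values are whole numbers for 101040 genes and add up to between 890194 and 1658548 per library, so they were treated as TPM-like values that the authors had rescaled and rounded, not as read counts. Each value was transformed to log2(value + 0.5), a scale that understates the changes of genes with low values. Genes with a value of at least 1 in at least 47% of the libraries of a tissue were tested, 54752 in siliques and 53350 in seeds. limma fitted genotype, heat, time and season with all their interactions in each tissue. Genes with a Benjamini-Hochberg adjusted p-value (q-value) under 0.01 were counted. In season 1 heat was assigned to the main plots of a split-plot design, and a plot may have been sampled at both times. The fits modelled neither, so their p-values hold only if the libraries are independent. The deposited values stood at different levels in the tissues, with a median ratio to the mean library of 0.861 to 0.949 in siliques and 1.06 to 1.13 in seeds, so levels were not compared between the tissues in testing the factors. Rapeseed carries near-identical gene copies in its A and C subgenomes, and the pseudoalignment could have split reads between such copies, so the value of any gene with a close copy is uncertain.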

Our dataset incorporated samples from two independent seasons, with three biological replicates per condition during the first season and four biological replicates for the second season. In total, 112 samples were sequenced, generating 2500 million paired-end reads and averaging 22.3 million raw reads per sample, with a mean pseudoalignment of 16.4 million reads per sample (Table S1).

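The number of pseudoaligned reads listed in Table S1 ranged from 14221150 to 18505976 in the silique libraries, with a median of 16335203, and from 11161025 to 18927450 in the seed libraries, with a median of 16662577. By group, the median in siliques was 16638900 for Lumen control, 16263882 for Lumen heat, 16186695 for Solar control and 16409394 for Solar heat libraries. In seeds the corresponding medians were 16763101, 16775498, 16580821 and 16403912, with 14 libraries in every group. The share of reads that pseudoaligned had a median of 74.1% and fell under 65% in 2 seed libraries. The lowest share, 48.3%, belonged to replicate 1 of the Solar control at 14 DAF in season 1, whose 10 highest genes held 33.5% of the summed values. The other was replicate 4 of heated Lumen at 7 DAF in season 2, in which 66990 genes were listed at 0 against a median of 47897 in the seed libraries. No libraries of a condition held the same values, since the most similar pair still differed at 38121 genes. The correlation of log2 values between replicates of a condition lay between 0.759 and 0.960. The deposited values carry no depth of their own, so no counting error was attached to them and the spread between replicate libraries served as the error.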

The multifactorial analysis revealed minimal to non-existent interaction between 2, 3, or 4 factors in both tissues, with most transcriptomic changes being attributable to the primary factors (Figure 2A,B). 

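Interactions were counted with the same threshold as the primary factors. Genotype by season reached it for 2438 genes in siliques and 3103 in seeds, and genotype by time for 2777 and 594. Season by time reached it for 1295 genes in siliques and 23 in seeds, and the interaction of genotype, season and time for 16 and 111. The interaction of genotype and heat was past the threshold for 0 genes in both tissues, while 3731 silique genes (6.81% of those tested) and 1869 seed genes (3.50%) had an unadjusted p-value under 0.05, against 5% expected by chance. Among the other interactions with heat, heat by season gave 13 genes in siliques and heat by time gave 61 in seeds. When replicate 1 of season 1 was left out, 59 silique genes were past the threshold for season by time.

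**Figure D1:**
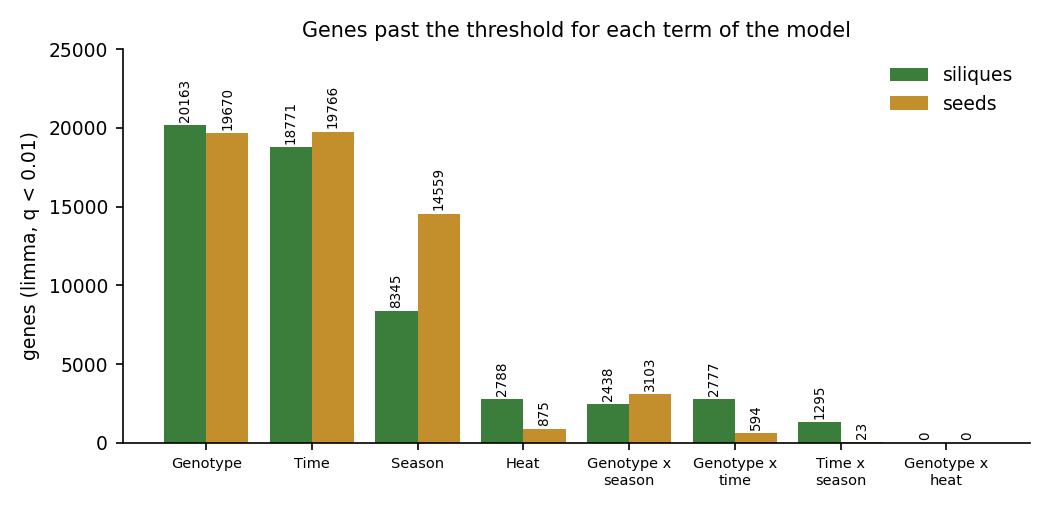
Bars show the number of genes (y axis) with a q-value under 0.01 in limma for each factor and for 4 of the interactions (x axis), in siliques (green) and seeds (ochre), with 56 libraries per tissue and no error bars because each bar is a count. Genotype and time gave the tallest bars in both tissues, and genotype by heat gave 0.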

Notably, genotype was the predominant factor, affecting 28,012 and 29,091 genes in siliques and seeds, respectively (Figure 2A and Figure 2B). 

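In the limma fits, genotype was past the threshold for 20163 silique genes, of which 9792 were higher in Lumen and 10371 higher in Solar. In seeds it was past the threshold for 19670 genes, 9026 of them higher in Lumen and 10644 higher in Solar. These were 36.8% of the genes tested in siliques and 36.9% in seeds. The number depended most on the filter, and with only genes of a mean value of at least 20 it was 4493 in siliques and 4679 in seeds.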

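Sampling time changed 18771 genes in siliques (9414 higher at 14 DAF, 9357 lower) and 19766 in seeds (11046 higher, 8720 lower). Season changed 8345 genes in siliques and 14559 in seeds. Time thus affected 34.3% of the genes tested in siliques and 37.0% of those tested in seeds, and season 15.2% and 27.3%.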

Interestingly, the number of genes affected by other factors was also of similar magnitude in both tissues, except for heat treatment. We found 8.5 times more heat-regulated genes in siliques than in seeds (1698 vs. 202 genes, q-value < 0.01), suggesting that source tissues are considerably more sensitive to temperature stress. Moreover, the overlap between these two sets of heat-regulated genes is only 35 genes (Figure S1), indicating a tissue-specific response to this factor.

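The paper left control plots unmanipulated and put heated plots under film that intercepted part of the light. An effect called heat here is therefore that of the whole treatment, and warming was not separated from shading or enclosure. Heat was past the threshold for 2788 genes in siliques, 5.09% of those tested, and for 875 genes in seeds, 1.64%, a ratio of 3.19. The median size of the change was 0.40 on the log2 scale for the silique genes and 0.42 for the seed genes, and 186 and 83 genes changed by at least 1 log2 unit. Whether heat acted differently in the tissues was tested gene by gene over the 47925 genes tested in both, and the interaction of heat and tissue had a q-value under 0.01 for 762 genes. The change was larger in siliques for 585 of these and larger in seeds for 177. With season 1 alone, 70 silique and 33 seed genes were past the threshold, and with season 2 alone, 1371 and 444. Without interactions in the model the ratio was 11.7. The fits that each left out one replicate number gave ratios from 2.28 to 10.1. Without the 2 seed libraries with under 65% of reads pseudoaligned, 1266 seed genes were past the threshold and the ratio was 2.20. Season 1 alone gave a ratio of 2.12. From the larger number of heat-regulated genes in siliques, the paper proposes that source tissues are more sensitive to temperature stress than sink tissues.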

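Of the genes tested in both tissues, 2366 of the silique heat genes and 767 of the seed heat genes could have been shared, and 150 were past the threshold in both, against 37.9 expected by chance (odds ratio 4.93, one-sided Fisher's exact test, p = 3.07e-48, genes not being independent). Heat raised 97 of the shared genes in both tissues and lowered 32 in both, and 21 moved in opposite directions, 13 higher in seeds and lower in siliques and 8 the reverse. Across all genes tested in both tissues, the heat changes correlated with Pearson r = 0.22 and Spearman rho = 0.20. Rearranged heat labels gave a median r of 0.117 and at most 0.248, and 3 of the 100 splits, the real one included, gave an r as large. Of the silique heat genes, 65.4% changed in the same direction in seeds. The median size of their change was 0.37 in siliques and 0.11 in seeds on the log2 scale. Their selection by the change in siliques favours a larger size there, so these sizes do not compare the tissues. Of the seed heat genes, 71.7% changed in the same direction in siliques. A significant difference between the tissues was found for 512 of these silique genes and for 106 of the seed heat genes. The shared set was 25 genes without interactions in the model and 427 at a q-value under 0.05.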

### 2.3. Hierarchical Clustering Unveils Patterns of Heat-Induced Gene Expression in Siliques

To investigate how heat-responsive genes are expressed in siliques, we performed a hierarchical clustering analysis on the 1698 genes that were significantly impacted by temperature (q-value < 0.01) in these maternal tissues. We used the “Dynamic Tree Cut” package in R to determine the optimal number of clusters, which was eight (Figure 3A). These clusters showed different patterns of gene expression in response to heat treatment and between genotypes.

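The heat genes of siliques were grouped in the same general way. The mean of log2(value + 0.5) in each of the 16 conditions was standardized per gene (z-score), genes were joined by average linkage on 1 minus Pearson's r, and the tree was divided into the 8 clusters that the paper reports, because the automatic choice of the number was not repeated here. Clusters are numbered by size here, so a number does not point to the cluster with that number in Figure 3A. From the largest to the smallest they held 36.2%, 33.5%, 14.1%, 4.95%, 4.63%, 3.48%, 2.08% and 1.08% of the heat genes.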

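All genes of clusters 1, 3, 5 and 7 were lower under heat and all genes of clusters 2, 4, 6 and 8 were higher. The mean z-score was higher in Lumen than in Solar by 0.83 in cluster 1, 0.41 in cluster 3, 0.92 in cluster 6 and 0.57 in cluster 8, whereas the difference was -0.56 in cluster 2, -0.33 in cluster 4, -1.19 in cluster 5 and -0.06 in cluster 7. The genes were selected for their heat effect, so these z-scores describe the clusters and were not tested.

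**Figure D2:**
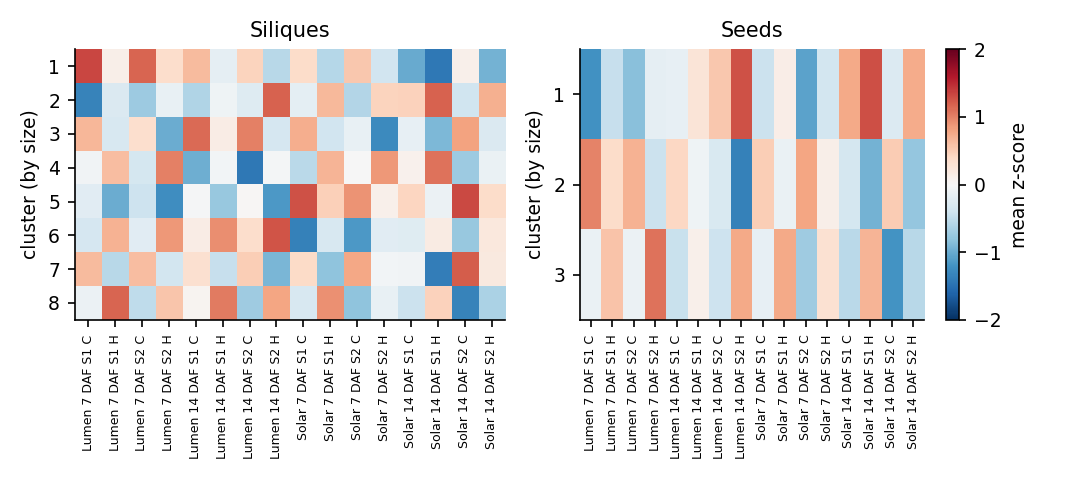
Colours show the mean z-score of each cluster (y axis, numbered by size) in the 16 conditions (x axis, hybrid, days after flowering, season S1 or S2, control C or heat H) for siliques (left) and seeds (right), where each condition is the mean of 3 libraries in season 1 or 4 in season 2. Silique cluster 1 lies between 0.45 and 1.34 in the control columns of Lumen and at -1.43 and -0.94 in the heated columns of Solar at 14 DAF, and seed cluster 1 is higher at 14 DAF than at 7 DAF in each hybrid, season and treatment.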

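Heat lowered 1590 (57.0%) and raised 1198 of the heat genes of siliques, and the share of lowered genes lay between 53.7% and 60.7% in the fits that each left out one replicate number. With only genes of a mean value of at least 20 it was 69.9%. Among heat genes with a mean value of at least 20 and the same direction in all 8 combinations of hybrid, time and season, the largest fall was that of BnaC06g20460D, with a value of 155 ± 134 (SD, n = 28) in control and 34.0 ± 39.2 (SD, n = 28) in heated libraries, a log2 change of -2.77 (standard error 0.51, adjusted p = 0.000174 from limma with Benjamini-Hochberg adjustment). It was followed by BnaC03g23770D, with 56.3 ± 57.0 in control and 9.71 ± 11.8 in heated libraries and a log2 change of -2.44 (standard error 0.29, adjusted p = 1.33e-07 from limma). The files give no names or products for these genes.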

Clusters 1, 2, and 5 comprised genes that were downregulated by heat stress, representing around 60% of the total heat-responsive genes (947 out of 1698 genes). Most of these genes had higher expression levels in Lumen than in Solar (Figure 3A). 

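Of the 1590 genes lowered by heat in siliques, 1261 (79.3%) had the higher mean in Lumen, whereas 49.1% of all genes tested did. Of the lowered genes for which genotype itself was past the threshold, 864 were higher in Lumen and 141 higher in Solar. By cluster, 918 of the 1010 genes of cluster 1 and 316 genes (80.4%) of cluster 3 were higher in Lumen, while all 129 genes of cluster 5 were higher in Solar. With season 2 alone the share higher in Lumen was 69.9%, and with season 1 alone it was 92.7%.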

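In the largest cluster of genes lowered by heat in siliques, the mean z-score dropped by 0.73 between 7 and 14 DAF, with changes of -0.66 in Lumen and -0.81 in Solar. Of its 1010 genes, 912 had the lower mean at 14 DAF, and sampling time was past the threshold for 674. In the next largest cluster of lowered genes, the mean z-score rose by 0.35 instead, and 30.3% of its genes were lower at 14 DAF.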

Cluster 1 contained genes that were more highly expressed at 7 DAF than at 14 DAF, and were enriched for biological processes related to photosynthesis and starch metabolism. Cluster 2 included genes that were associated with pigment metabolism and response to light. Cluster 5 had no significantly enriched biological process (Figure 3B).

Clusters 3, 4, 6, 7, and 8 consisted of genes that were upregulated by heat stress, but they were smaller (between 80 and 200 genes) and less functionally enriched than the downregulated clusters. 

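The clusters of genes raised by heat in siliques held 933, 138, 97 and 30 genes, and their mean z-score rose under heat by 0.91, 1.00, 0.89 and 1.04, respectively. By the same criteria as for the lowered genes, the largest rise was that of BnaC04g25560D, from 11.1 ± 15.6 (SD, n = 28) in control to 30.3 ± 28.9 (SD, n = 28) in heated libraries, a log2 change of 1.59 (standard error 0.27, adjusted p = 5.42e-05 from limma with Benjamini-Hochberg adjustment). BnaCnng41750D rose from 14.0 ± 16.3 to 39.6 ± 39.8, a log2 change of 1.53 (standard error 0.22, adjusted p = 5.41e-06 from limma).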

Clusters 3 and 7 had no significantly enriched biological process (Figure 3B). Clusters 4 and 6 showed consistent differences in gene expression between genotypes, with higher levels in Solar than in Lumen. These clusters were enriched for biological processes involved in cell wall metabolism, carbohydrate metabolism, and protein folding (Figure 3B).

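Among the 1198 genes raised by heat in siliques, 891 (74.4%) had the higher mean in Solar. In the 933-gene cluster, 16.9% of the genes were higher in Lumen. The difference between hybrids in its mean z-score (Lumen minus Solar) was -1.04 at 7 DAF and -1.15 at 14 DAF in season 1, but -0.36 at 7 DAF and 0.31 at 14 DAF in season 2, so that its direction was not the same at 14 DAF in both seasons. In the 138-gene cluster, 31 genes were higher in Lumen. The 97-gene cluster went the other way, with 90 genes higher in Lumen.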

Cluster 8 was the most interesting cluster, as it was highly enriched for genes involved in protein folding and showed a genotype-specific temporal response to heat stress. At 7 DAF, the expression levels and heat response of these genes were similar between genotypes. However, at 14 DAF, these genes exhibited a strong decrease in expression in Lumen but not in Solar (Figure 3B).

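The cluster of raised genes whose change over time differed most between the hybrids was the 138-gene cluster. This rule for picking the counterpart of cluster 8 was fixed beforehand. Some cluster has to rank first by it, so the contrast over time describes the cluster and does not test the paper's pattern. Gene functions were not analysed, so a match to cluster 8 was not established. At 7 DAF the mean z-score of the 138-gene cluster differed between Lumen and Solar by 0.20 in season 1 and -0.10 in season 2. Heat raised it at 7 DAF by 1.02 in Lumen and 1.04 in Solar.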

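Between 7 and 14 DAF, the mean z-score of the 138-gene cluster dropped by 0.92 in Lumen and by 0.17 in Solar. The value of Solar averages opposite changes, a rise of 0.51 in season 1 and a change of -0.86 in season 2, while Lumen changed by -0.78 and -1.06, so the contrast between the hybrids rests mostly on season 1. At 14 DAF, Lumen minus Solar was -1.09 in season 1 and -0.31 in season 2. Heat still raised the cluster at 14 DAF, by 1.15 in Lumen and 0.79 in Solar. The interaction of genotype and time was past the threshold for 33 of the 138 genes.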

Taking together, these findings suggest that heat treatment primarily has a negative impact on the expression of genes associated with photosynthesis in siliques. The results also highlight distinct gene clusters that reflect different aspects of heat stress adaptation in this tissue. In particular, the biological functions associated with cluster 8 genes suggest a role for protein folding in maintaining silique development and seed quality under high temperature conditions.

### 2.4. Hierarchical Clustering Reveals Three Distinct Patterns of Heat-Responsive Gene Expression in Seeds

In the case of seeds, the hierarchical clustering analysis on 202 heat-responsive genes revealed three clusters with distinct expression patterns (Figure 4A). Cluster 1 (81 genes) was negatively regulated by temperature, cluster 2 (63 genes) was positively regulated by temperature, and cluster 3 (58 genes) showed differential expression between the genotypes and positive response to heat treatment (Figure 4A).

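The seed heat genes were divided into 3 clusters by the same steps, numbered by size here. Cluster 1 held 471 genes that were all higher under heat, with a mean z-score 0.67 higher in heated than in control libraries. Cluster 2 held 39.3% of the seed heat genes, all but 2 of them lower under heat, with a difference of -0.81. Cluster 3 held 60 genes that were all higher under heat, with a difference of 0.93. By the criteria used in siliques, BnaC04g30640D rose most in seeds, from 1877 ± 3550 (SD, n = 28) in control to 5098 ± 7290 (SD, n = 28) in heated libraries, a log2 change of 2.18 (standard error 0.42, adjusted p = 0.00122 from limma with Benjamini-Hochberg adjustment). Its value also rose by 9.34 log2 units between 7 and 14 DAF. BnaA03g03740D rose from 14.2 ± 34.2 to 77.5 ± 140.1, a log2 change of 2.13 (standard error 0.30, adjusted p = 7.39e-06 from limma). The largest fall was that of BnaA01g27810D, from 32.6 ± 17.9 to 18.6 ± 12.1, a log2 change of -0.81 (standard error 0.12, adjusted p = 3.84e-05 from limma), and BnaA06g04040D fell from 58.1 ± 34.6 to 34.9 ± 23.2, a log2 change of -0.81 (standard error 0.17, adjusted p = 0.00209). In season 1 alone, 3.03% of the 33 seed heat genes were lower under heat, against 39.1% over both seasons.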

Cluster 1 and 2 also exhibited a temporal effect on their expression levels. In cluster 1, most genes had lower expression at 14 DAF than at 7 DAF or 21 DAF, regardless of the temperature. In contrast, in cluster 2, most genes had higher expression at 14 DAF than at other time points, regardless of the temperature (Figure 4A). 

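Libraries of 7 and 14 DAF were analysed. In the cluster of seed genes lowered by heat, the mean z-score dropped by 0.72 from 7 to 14 DAF, with changes of -0.73 in Lumen and -0.71 in Solar. Of its genes, 283 had the lower mean at 14 DAF, and time was past the threshold for 255.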

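In the 471-gene cluster of seed genes raised by heat, the mean z-score rose by 1.10 from 7 to 14 DAF, by 1.15 in Lumen and 1.06 in Solar. The mean was lower at 14 DAF for 26 of these genes, and time was past the threshold for 79.4%. Heat raised the cluster by 0.70 in Lumen and 0.63 in Solar at 7 DAF, and by 0.59 and 0.78 at 14 DAF.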

Gene ontology analysis indicated that cluster 1 genes were involved in “glycolipid metabolism” and “cellular response to phosphate starvation”, whereas cluster 2 genes were involved in “carboxylic acid metabolic process” and “sucrose biosynthesis” (Figure 4B).

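In the smallest seed cluster, with 60 genes raised by heat, the mean z-score was 0.36 higher in Lumen than in Solar over all conditions, and 42 genes had the higher mean in Lumen. Genotype was past the threshold for 35 of the genes. The same difference was -0.19 in the 471-gene cluster and 0.07 in the cluster lowered by heat.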

Cluster 3 was the only cluster that showed a clear genotypic difference in gene expression. However, this difference was not consistent across time or seasons (Figure 4A). For instance, at 7 DAF in the first season, the genes in this cluster had lower expression in Lumen than in Solar, but this trend was reversed at the same time point in the second season. Moreover, gene ontology analysis revealed that this cluster was enriched in genes related to “protein folding” and “response to heat” (Figure 4B).

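At 7 DAF, Lumen minus Solar in the mean z-score of the 60-gene cluster was -0.08 in season 1 and 0.70 in season 2, and at 14 DAF it was -0.24 and 1.04. The 471-gene cluster changed sign between the seasons as well, from -0.68 to 0.21 at 7 DAF and from -0.97 to 0.67 at 14 DAF. In the cluster lowered by heat the difference ran from 0.49 to -0.32 at 7 DAF. The interaction of genotype and season was past the threshold for 23 of the 60 genes, for 74.5% of the 471 genes and for 50.3% of the genes lowered by heat.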

### 2.5. Genotype-Specific Effects of Heat Stress on Photosynthesis-Related Genes in Siliques

Our physiological analysis revealed that the Lumen genotype exhibits increased resistance to heat stress compared to Solar in terms of seed yield. To investigate the genetic basis of this differential tolerance, we used the GeneOverlap R package to identify genes that were regulated by both genotype and heat stress in each group of tissues.

We found a significant intersection of 1015 genes in siliques (*p*-value = 5 × 10${}^{-36}$, Figure 5A), but not in seeds, suggesting that siliques are more sensitive to genotype-dependent heat responses. 

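In the limma fits, 1615 silique genes were past the threshold for both genotype and heat, against 1027 expected by chance (odds ratio 2.48, one-sided Fisher's exact test over the genes tested, p = 3.48e-119). In seeds, 426 genes were past both, against 323 expected (odds ratio 1.64, p = 4.23e-13 in Fisher's exact test). Genotype was past the threshold for 57.9% of the heat genes in siliques and 48.7% in seeds. Genes are not independent replicates, so these p-values describe the lists. Within 20 strata of mean value, which compare genes of similar expression, the odds ratio was 2.14 in siliques and 1.39 in seeds. In the seeds it was smallest, 1.20, with only genes of a mean value of at least 20 (p = 0.0205 in Fisher's exact test). From the significant intersection in siliques, the paper proposes that siliques are more sensitive to genotype-dependent heat responses.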

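The silique genes with both a genotype and a heat effect were distributed over the clusters formed here as follows. The largest cluster, lowered by heat, held 756 of them, and the 933-gene cluster, raised by heat, held 489. The other clusters of lowered genes held 135, 107 and 7, and the other clusters of raised genes held 45, 65 and 11.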

We then mapped these 1015 genes to the clusters of siliques shown in Figure 3 and found that most of them belonged to clusters 1 and 2 (Figure 5B), which were enriched for photosynthesis and light response genes and showed a negative response to heat stress (Figure 3A).

Moreover, these clusters consistently exhibited higher expression levels of genes in Lumen than in Solar, indicating that Lumen maintains photosynthetic activity better than Solar under heat stress. 

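The fits within each hybrid, with 28 silique libraries each, gave 272 heat genes in Lumen and 491 in Solar. This order was not stable. Lumen had more silique heat genes than Solar at a q-value under 0.05 and in season 1 alone, whereas Solar had more in season 2 alone. The ranges of the hybrids overlapped in the fits that each left out a replicate number, so these counts do not rank the hybrids. Over the heat genes of siliques, the change had the same sign in both hybrids for 2784 (99.9%). These genes were selected for their mean change over both hybrids, which favours the same sign, so this share does not compare the hybrids. For the genes lowered by heat, the median log2 change was -0.40 in Lumen and -0.36 in Solar. The difference in heat response between the hybrids was tested by the interaction of genotype and heat, for which the smallest q-value was 0.213 in siliques.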

To illustrate these differences, we selected two representative genes from each cluster: *SBPase* from cluster 1, which encodes the chloroplast enzyme sedoheptulose-1,7-bisphosphatase involved in the carbon reduction of the Calvin cycle [27], and *INAP1* from cluster 2, which encodes the catalytic subunit of the chloroplastic ferredoxin/thioredoxin reductase [28]. In both cases, we observed significant differences between genotypes in most of the samples analyzed, showing lower mRNA levels in Solar than in Lumen (Figure 5C,D).

### 2.6. Co-Expression Network Analysis Reveals Major Modules for Rapeseed Yield and Quality

To identify candidate genes related to rapeseed yield and quality, we performed a gene co-expression network analysis using the transcriptomes of siliques and seeds by the WGCNA method [29] as indicated in the materials and methods section. We constructed four co-expression networks corresponding to two different times after flowering (7 and 14 days) and two group of tissues (seeds and siliques) and compared them to select the network that showed the highest number of genes correlated with the agronomic parameters of yield and seed quality.

We found that the seed network at 7 DAF had the highest number of genes significantly correlated with the main agronomic traits of yield and quality (Figure S2). The seed network at 7 DAF showed more than five times as many genes correlated with seed number and yield than the silique networks at both 7 and 14 DAF (Figure S2). These results indicate that the co-expression network of seeds at 7 DAF is the most suitable for finding genes that explain the parameters of yield and seed quality.

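The 28 seed libraries at 7 DAF came from 12 libraries of season 1 and 16 of season 2. In them, 52280 of the 101040 genes had a value of at least 1 in at least 47% of the libraries, and 29562 had a value of at least 5 in that share.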

The co-expression network of seeds at 7 DAF consisted of 35,432 genes distributed in 33 modules (Figure 6A). These traits included growth and development (plant height, branch per plant, siliques per plant, seeds per silique, weight per silique, biomass, and harvest index), seed quality (oil and protein content) and yield (seed number, thousand seed weight, yield). We identified eight co-expression modules with high correlation with some of these agronomic parameters (at least one absolute correlation of 0.7 or more and a *p*-value less than 0.0001, Figure 6B). Interestingly, five of these eight modules were correlated with quality and yield parameters and were also the largest ones in the network.

For seed quality, we found two modules positively correlated with protein content (the lightblue3 and firebrick modules) and one module positively correlated with oil content (lightskyblue2, Figure 6B). 

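The membership of the modules is printed only in part, in the gene lists that Table S2 gives beside enriched terms, and some of those lists are shortened. The complete lists named 84 genes of firebrick and 348 of lightblue3 and covered 35 of the 51 terms of lightskyblue2, all but 2 of whose listed genes were expressed, whereas the term queries covered up to 1546 genes for firebrick, 3702 for lightblue3 and 4363 for lightskyblue2, so the values describe these genes and not the modules. The paper built the network on the seed libraries at 7 DAF and chose these modules for their correlation with protein or oil content, so the permutation tests on these libraries are not independent evidence. The mean z-score per library was compared in the 28 seed libraries at 7 DAF by permuting labels within the conditions of the other factors (two-sided permutation test, 100000 resamples, 9 comparisons). Lumen minus Solar was -0.92 for firebrick, 1.23 for lightskyblue2 and -1.37 for lightblue3 (permutation p = 1e-05 for each, the smallest that the resamples can give, adjusted 2.25e-05). Heat raised firebrick by 0.37 (permutation p = 4e-05, adjusted 7.2e-05) and changed lightskyblue2 by -0.13 (p = 0.0212, adjusted 0.0318), and the difference of 0.02 for lightblue3 was within the permuted values (p = 0.81). Season 2 minus season 1 was -0.79 for firebrick (permutation p = 1e-05, adjusted 2.25e-05), 0.19 for lightskyblue2 (p = 0.0276, adjusted 0.0355) and -0.06 for lightblue3 (p = 0.32). The heat values of lightskyblue2 and lightblue3 and the season value of lightblue3 depended on 1 library, replicate 4 of heated Lumen in season 2, which had 63.9% of its reads pseudoaligned and many genes listed at 0. Without it, an alternative chosen after seeing the data, heat changed lightskyblue2 by -0.085 (permutation p = 0.051, adjusted 0.0656) and lightblue3 by 0.053 (p = 0.0757, adjusted 0.0852), and season 2 minus season 1 was -0.021 for lightblue3 (p = 0.491).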

The overrepresentation analysis of biological functions showed that the lightblue3 and firebrick modules were enriched in genes related to protein synthesis and transport as well as photosynthesis and small molecule metabolism (Table S2). The lightskyblue2 module was enriched in genes related to glycolysis, purine metabolism, ribonucleoprotein complex biogenesis, protein folding, and mRNA splicing (Table S2).

### 2.7. Identification of Regulatory Factors Associated with the Compensation of SW and SN Flowering

In the case of yield, we found two highly correlated co-expression modules, “indianred2” and “palevioletred” with 3584 and 216 genes, respectively. 

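The opposite behaviour of the indianred2 and palevioletred modules was examined through the 5 hub transcription factors that the paper names for each, since the seed number and weight of each plot were not used here. The indianred2 hubs are PHL2, INO1, ABI4, MYC67 and SEP3, and the palevioletred hubs are BnaA06g29050D, OSX2, BnaC05g51140D, NGA1 and ARF2. The paper chose these modules and hubs from the same seed libraries, so the tests are not independent evidence. The mean z-score of the indianred2 hubs was 1.42 higher in season 2 than in season 1, and for the palevioletred hubs the difference was -1.66 (two-sided permutation test within the conditions of the other factors, p = 1e-05 for both, the smallest that 100000 resamples can give, adjusted 3e-05 over 6 comparisons). In the same permutation test, Lumen minus Solar was 0.22 (p = 0.088, adjusted 0.106) and -0.21 (p = 0.0744, adjusted 0.106). Heat changed the indianred2 hubs by -0.28 (permutation p = 0.024, adjusted 0.048) and the palevioletred hubs by -0.055 (p = 0.757). Without replicate 4 of heated Lumen in season 2, an alternative chosen after seeing the data, Lumen minus Solar was 0.26 for the indianred2 hubs (permutation p = 0.0439, adjusted 0.0659) and -0.11 for the palevioletred hubs (p = 0.15, adjusted 0.18), and heat changed them by -0.25 (p = 0.039, adjusted 0.0659) and 0.045 (p = 0.569). The libraries of the seasons formed separate groups, so the relation between the scores was taken within each season. Pearson's r was -0.59 in season 1 (12 libraries, permutation p = 0.0423, adjusted 0.137 over 13 relations, Spearman's rho -0.55 with p = 0.0665) and 0.33 in season 2 (16 libraries, p = 0.201, adjusted 0.373, rho 0.06 with p = 0.841). Without the 2 libraries farthest from the median of the indianred2 score, r was -0.60 in season 1 (permutation p = 0.0676) and -0.0097 in season 2 (p = 0.973), so that neither relation was past 0.05 without them. The value of season 2 rested on that same library, which had many genes listed at 0, and without it r was -0.41 (15 libraries, permutation p = 0.131, rho -0.15 with p = 0.602). From the inverse relation of both modules with seed number and weight, the paper proposes that they could be related to the trade-off between these components.

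**Figure D3:**
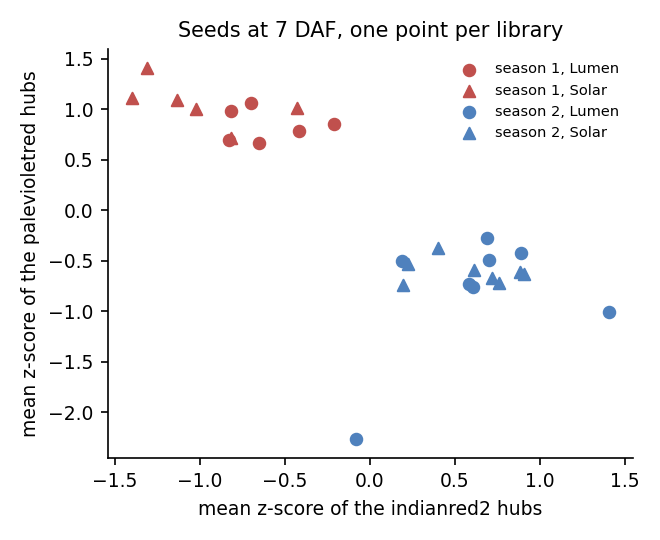
Each point is one of the 28 seed libraries at 7 DAF, with the mean z-score of the 5 indianred2 hubs on the x axis and of the 5 palevioletred hubs on the y axis, coloured by season and shaped by hybrid. The seasons lie apart on both axes, and the lowest point, at -2.27 on the y axis, is replicate 4 of heated Lumen in season 2.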

Interestingly, both modules showed an inverse correlation between seed number and weight, suggesting that they could be related to the trade-off between these two yield-determining factors. Given the relevance of this topic for crop performance and improvement, we analyzed these modules in more detail.

As shown in Figure 7A, the genes in the indianred2 module showed a positive correlation with seed number and a negative correlation with weight. A biological function enrichment analysis revealed that it is especially enriched in genes associated with translation, as well as some functions related to transcription, protein ubiquitination and protein targeting (Figure 7B). To identify the regulators that control the expression of this module, we performed a regulatory network analysis using the R package Bionero and the transcription factor annotation from PlantTFDB 4.0 [30].

In this way, we inferred a network with 93 transcription factors and 1256 targets, being the five transcription factors with the highest connectivity *BnaC03g43430D* (*PHL2*), *BnaC05g18750D* (*INO1*), *BnaA03g18970D* (*ABI4*), *BnaC08g31840D* (*MYC67*), and *BnaC03g57540D* (*SEP3*) (Figure 7C). 

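In the 28 seed libraries at 7 DAF the mean value was 45.0 ± 5.0 (SD) for PHL2, 18.8 ± 9.0 for INO1, 7.86 ± 4.39 for ABI4 and 21.3 ± 4.7 for MYC67. All 5 had the higher mean in season 2. ABI4 had a value of 3.75 ± 1.06 (SD, n = 12) in season 1 and 10.9 ± 3.2 (SD, n = 16) in season 2, INO1 had 11.4 ± 3.0 and 24.4 ± 8.0, and SEP3 had 123 ± 35 and 211 ± 46. Over the 56 seed libraries of both sampling times, heat lowered SEP3 (BnaC03g57540D) by a log2 change of -0.45 (standard error 0.06, adjusted p = 6.98e-06 from limma with Benjamini-Hochberg adjustment), in all 8 combinations of hybrid, time and season, and the heat change of the other 4 hubs was not past the threshold.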

Interestingly, functional information available in Arabidopsis indicates that four of these five factors are related to floral architecture [31] or seed development [32,33,34].

In the case of the palevioletred module, the genes showed higher expression levels in samples with lower seed number and higher weight (Figure 8A). According to gene ontology analysis, the genes in this module are associated with biological functions related to intracellular transport, mRNA metabolism, cell signaling, and chromatin remodeling (Figure 8B). The regulatory network analysis revealed that this co-expression module is controlled by 118 TFs that potentially regulate 1483 targets. The five transcription factors with the highest connectivity were *BnaA06g29050D*, *BnaA04g24200D* (*OSX2*), *BnaC05g51140D*, *BnaC03g72370D* (*NGA1*) and *BnaA06g21460D* (*ARF2*) (Figure 8C). 

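The mean value in the 28 seed libraries at 7 DAF was 16.0 ± 3.5 (SD) for BnaA06g29050D, 25.1 ± 5.8 for OSX2, 6.07 ± 2.05 for BnaC05g51140D, 3.21 ± 1.87 for NGA1 and 28.4 ± 7.4 for ARF2. All 5 had the higher mean in season 1. ARF2 had a value of 36.0 ± 1.8 (SD, n = 12) in season 1 and 22.7 ± 3.8 (SD, n = 16) in season 2. NGA1 was near the lower end of the scale, with 5.08 ± 1.16 in season 1 and 1.81 ± 0.66 in season 2, where rounding to whole numbers limits its precision. Over both sampling times, the heat change of ARF2 in seeds was -0.20 on the log2 scale (standard error 0.05, adjusted p = 0.0138 from limma with Benjamini-Hochberg adjustment), which was not under 0.01.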

Importantly, the transcription factor ARF2 has been shown to increase seed size due to increased cell proliferation, suggesting that the regulators identified could be important for controlling seed weight [35].

## 3. Discussion

Brassica crops such as canola, mustard, and cabbage are cool-season plants that are susceptible to high temperatures, especially during reproductive development [14,36,37]. Even short episodes of heat stress during flowering can significantly reduce seed and oil yields in canola by impairing pollen viability, pollen tube growth, fertilization success, and embryo development [14,38]. Our study found genotype-specific responses to heat stress during flowering and early seed development. The Solar genotype showed greater reductions in seed yield and number compared to Lumen under heat stress. Seed oil and protein concentrations also showed genotype-dependent responses. Lumen maintained higher seed oil content whereas Solar increased protein content under heat stress. These results demonstrate differential heat tolerance between genotypes that impacts yield and quality; however, the underlying molecular mechanisms are unknown. This motivated a large-scale transcriptomic analysis (112 samples) which provides novel insights into the molecular mechanisms governing heat stress responses in rapeseed during the critical reproductive stages of flowering and early seed set. Leveraging field experiments and multi-level omics across source and sink tissues, we reveal both conserved and divergent strategies for thermal adaptation.

### 3.1. Divergent Molecular Responses to Heat Stress in Source and Sink Tissues

Our multivariate analysis of RNA-seq data revealed distinct effects of heat stress on siliques (source) versus seeds (sink). In the pod wall, heat stress triggered extensive transcriptional repression of genes regulating photosynthesis and carbon assimilation. This corroborates previous observations in model species like Arabidopsis, where high temperature inhibits RuBisCO activase [39], electron transport, and carbon fixation [40]. Exposure to high temperatures was found to negatively impact components of the photosynthetic machinery in *B. napus* seeds, including reduced oil accumulation, lowered photosynthetic and respiration rates, decreased maximum quantum yield of photosystem II, and reduced levels of light-harvesting pigments like chlorophyll [41]. Moreover, a previous transcriptomic analysis in *B. napus* seeds also revealed up-regulation of genes related to the response to high light intensity and genes associated with chloroplasts and photoinhibition in response to heat stress [41].

In maturing seeds, the predominant heat response entailed upregulation of protein homeostasis processes like folding and stabilization. Such activation of heat shock factors, chaperones, and related pathways enables survival under protein-denaturing conditions [42]. Intriguingly, Lumen exhibited fluctuating induction of these genes whereas Solar showed constitutively high expression. This hints at distinct regulatory logic where Lumen employs a reactive mechanism triggered by stress, whereas Solar utilizes an anticipatory strategy.

Our finding that photosynthesis-related genes were downregulated in siliques but not seeds under short heat waves suggests reproductive tissues are more sensitive than vegetative tissues to high temperature damage during flowering. This aligns with previous work showing decreased expression of sucrose transporters like OsSUT1 in rice grains exposed to heat stress, which limits photoassimilate supply and grain filling [43]. Reduced photosynthate translocation is a common consequence of heat stress and a major cause of yield loss [44,45,46].

### 3.2. Differential Transcriptome Rapeseed Genotype Responses to Heat Stress

We newly uncover genotype-dependent variation in the extent of photosynthetic gene repression. The heat-tolerant Lumen maintained higher expression of light reaction and Calvin cycle transcripts compared to the sensitive Solar. Sustaining pod photosynthesis likely maintains carbon supply to developing seeds under heat stress, as reflected by Lumen’s yield stability (Figure 1). We found that an important gene of the Calvin cycle, *SBPase*, was downregulated under heat stress and consistently showed lower levels in the Solar genotype. Previous research has shown the importance of SBPase activity in photosynthesis and plant growth [47]. Specifically, transgenic plants with decreased SBPase activity have exhibited reduced rates of CO${}_{2}$ assimilation and carbon fixation [48,49]. This provides evidence that SBPase plays a key role in regulating carbon flow in the Calvin cycle. Furthermore, overexpressing SBPase has been demonstrated to increase photosynthetic capacity, carbon fixation, biomass accumulation, and starch and sucrose levels in tobacco [50,51]. Therefore, the downregulation of SBPase we observed under heat stress likely contributes to decreases in photosynthesis and growth in heat sensitive genotypes. Our findings suggest *SBPase* could be a useful target for genetic modification to improve heat tolerance by maintaining carbon assimilation and plant productivity under high temperatures.

Our results are consistent with the study by Jedlickova et al., 2023 in which photosynth- esis-related genes clustered in two co-expression modules showing higher expression in heat-sensitive cultivars DH12075 and Westar compared to heat-tolerant Topas after heat stress [17]. The authors suggest induction of these genes may indicate heat damage to photosystems in sensitive cultivars. Genes connected to photosynthesis and light-harvesting proteins were also up-regulated by heat specifically in seeds of sensitive cultivars [17]. The effects of heat stress on impairing photosynthesis and related gene expression likely contribute to reduced seed production and oil content in sensitive *B. napus* cultivars. Identifying and selecting for thermotolerance factors that protect photosynthesis may improve yield stability.

### 3.3. Distinct Regulators Mediate the Seed Number versus Weight Trade-Off

Beyond heat responses, our integrated omics approach discovered novel gene modules regulating the complex physiological trade-off between seed number and weight, an area of intense agronomic interest. The identification of the indianred2 and palevioletred modules that show an inverse correlation between seed number and weight suggests there are specific genetic networks controlling this trade-off in rapeseed. To further explore these networks, we analyzed the transcription factors with the highest connectivity in each module.

In the case of indianred2, the transcription factors *INO* (*INNER NO OUTER*) and ABI4 (ABA INSENSITIVE 4) stand out for their relationship with seed development [33,52]. The Arabidopsis *INO* gene encodes a YABBY family transcription factor that acts exclusively in regulating development of the ovule outer integument, with loss-of-function mutants lacking this structure [32,53]. We identified the ortholog of INO in *B. napus* as a hub of a gene coexpression module that showed a positive correlation with seed number per silique and a negative correlation with seed weight. This correlation is consistent with the specific role of INO in promoting outer integument growth. In wild-type Arabidopsis plants, the outer integument facilitates pollen tube guidance, fertilization, and supports embryo development [32]. Thus, loss of INO function leads to reduced seed number due to failed fertilization, while seeds that do form in heterozygous plants show increased weight and size, likely due to additional resources available from unfertilized ovules [54]. The central role of *INO* in regulating outer integument growth and its downstream effects on seed number and weight underlies its identification as a hub of the correlated gene coexpression module.

Our finding that *ABI4* expression positively correlates with seed number in *B. napus* is consistent with previous studies demonstrating a role for *ABI4* in promoting seed production. Specifically, Shu et al., 2016 [33] showed that constitutive overexpression of *ABI4* in *Arabidopsis thaliana* resulted in plants with a 20–26% reduction in total seed yield compared to wildtype. This decrease was attributed to a significant reduction in seed number, as the 1000-grain weight was not affected by ABI4 overexpression [33]. The reduction in seed number was likely due to the altered ABA/GA balance caused by ABI4-mediated upregulation of ABA biosynthesis genes like NCED6 and downregulation of GA catabolic genes like *GA2ox7* [33]. The resulting increase in ABA and decrease in GA probably impaired fertilization and seed development. Taken together, these results indicate that precise control of ABI4 expression is critical for proper seed yield, as both too little and too much ABI4 can negatively impact production by reducing seed number. Thus, our observed positive correlation between ABI4 and seed number in *B. napus* suggests this gene may play a similar role in regulating the ABA/GA balance and reproductive development in oilseed crop species. Further characterization of ABI4’s effects on hormone signaling and the seed setting process in *B. napus* will clarify its utility as a target for improving seed yield.

Conversely, in the palevioletred module, *ARF2*(*AUXIN RESPONSE FACTOR 2*) emerges as a high-connectivity transcription factor. *ARF2* is a pivotal regulator in auxin signaling and is implicated in controlling seed size through the modulation of cell expansion and endoreduplication [35]. Our gene co-expression analysis shows a negative correlation with seed number but a positive correlation with seed weight in *Brassica napus*. This result aligns with previous findings in Arabidopsis thaliana that loss-of-function mutations in ARF2 lead to increased seed number but decreased individual seed weight, whereas *ARF2* overexpression has the opposite effect of decreasing seed number but increasing seed size [35]. The conserved role for *ARF2* in promoting seed growth across distinct *Brassicaceae* species is likely due to its activity in stimulating cell proliferation in the integuments of developing ovules, as demonstrated in Arabidopsis [55]. The enlarged integuments generated more cells in the seed coat, allowing increased embryo growth and final seed size. Taken together, these data establish *ARF2* as a key maternal regulator of seed size in multiple Brassicaceae species, functioning to promote integument cell proliferation and limit seed number in order to increase the biomass allocated per seed. Modulating *ARF2* expression or activity provides a promising route to altering seed size and yield in oilseed crops like canola. These transcription factors may represent important nodes in the co-expression modules that modulate the trade-off between seed number and weight in rapeseed.

The co-expression modules associated with the seed number versus weight trade-off differed between this work and our previous work focused on shading treatments effects on seed yield [20]. In the present study under heat stress, the indianred2 module linked to higher seed number showed enrichment for translation and protein functions, whereas the palevioletred module for higher seed weight was associated with transport and signaling. In contrast, in our previous work assessing light stress [20], the turquoise module correlated with seed number was enriched for cell cycle and DNA replication genes, whereas the blue module for seed weight showed lipid metabolism functions. These results indicate distinct molecular processes mediate the trade-off in response to heat versus shading. The hub transcription factors also differed between studies. This work identified floral, embryo and growth regulators as key for seed number or weight (*INO*, *ABI4*, *ARF2*) whereas Canales et al., 2021 [20] highlighted *NAC082*, *NGAL2,* and *IDD1*. The distinct functional enrichment and hub genes likely reflect the different environmental stimuli used in each study to modify source-sink balance during seed set. The low overlap in the modules and regulators identified between the two studies indicates there are mostly specific, rather than conserved, molecular mechanisms mediating the trade-off in response to heat versus shading. Further comparative analyses to find common genetic factors influencing plasticity in seed number and weight would be valuable, but the current results suggest the underlying networks are largely distinct.

## 4. Materials and Methods

### 4.1. Field Experiment, Treatments, and Crop Management

A detailed description of the experimental setup, crop management, and weather data is provided in the Supplementary Methods section. Briefly, two field experiments were set in the 2019–20 and 2020–21 growing seasons at the Austral Farming Experimental Station (EEAA) of the Universidad Austral de Chile in Valdivia, Chile (39${}^{\circ }$47${}^{\prime }$ S, 73${}^{\circ }$14${}^{\prime }$ W). In each experiment, two adapted spring rapeseed hybrids (Lumen and Solar from NPZ-Lembke, Germany) were assessed under two heat stress treatments (Figure S3): a control without manipulation and a thermal increase treatment where plots were heated by 5 ${}^{\circ }$C on average above the environmental temperature from the beginning of flowering [BBCH 61] to 15 days after flowering. The hybrids Lumen and Solar were chosen for their similar phenology and confirmed adaptation to southern Chile. The experiment of the 2019–20 growing season was arranged in a split plot design with three replicates in which the heat stress treatments were assigned to the main plots and genotypes to sub-plots. In the experiment of the 2020–21 growing season, plots were arranged in a randomized block design with three replicates in which the heat stress treatments and genotypes were fully randomized in each block. In both experiments, rapeseed plants were sown at a plant density of 55 plants m${}^{-2}$.

Air temperature and average solar radiation between emergence and the start of flowering recorded across the experiments were 10.9 and 11.4 ${}^{\circ }$C and 17.2 to 18.9 MJ m${}^{2}$ day${}^{-1}$, respectively (Table S3). Crop phenology of control plants was similar between genotypes and seasons.

### 4.2. Phenology and Physiological Plant Sampling

Crop development was followed twice a week in both experiments according to the BBCH phenological scale for rapeseed [56]. In order to determine seed yield (SY), seed number (SN), thousand seed weight (TSW), and quality traits as grain oil and protein concentrations, the seed samples were harvested in one lineal meter from the central rows of each plot at maturity (BBCH 89), when the seeds inside the siliques were dark and hard. Seed yield and number was measured after oven drying the samples at 65 ${}^{\circ }$C for 48 h. Seed number was counted by using a grain counter (Pfeuffer GmbH, Kitzengen, Germany). Then, SY was measured and TSW was estimated as the ratio between seed yield and SN.

Oil concentration of seeds was determined by near infrared reflectometry (NIR) (Foss Infratec 1241, Hilleroed, Denmark) and nitrogen concentration of seed by the Kjeldahl procedure [57]. Seed protein concentration was calculated with a conversion factor of 5.8 [58]. Seed concentrations of both oil and protein were expressed on a dry matter basis.

### 4.3. Seed Sampling and RNA Isolation

Seed samples for RNA-seq analysis were collected from 5 plants per plot (25 siliques per plant from the basal portion of the primary inflorescence) across treatments at two developmental stages: 7 and 14 days after flowering, corresponding to one and two weeks after initiation of the heat stress treatment, respectively. The precise collection dates for each genotype are delineated in Supplementary Table S4. Immediately after harvest, the seed samples were flash frozen in liquid nitrogen and stored at −80 ${}^{\circ }$C until processing. The frozen seeds were ground into a fine powder using liquid nitrogen and a chilled mortar and pestle. Total RNA was extracted from 100 mg of each pulverized seed sample using a protocol adapted for Brassica seeds [59] and NucleoSpin Gel and PCR clean-up columns (Macherey-Nagel, Düren, Germany) as described previously [60].

### 4.4. RNA-Seq Analysis

The RNA-seq analysis incorporated biological replication, with samples collected from multiple field plots under each condition. In the first field trial season, 3 biological replicates were analyzed per genotype, tissue type, temperature treatment, and time point, for a total of 48 samples. In the second field season, 4 biological replicates were analyzed, yielding 64 samples. Each biological replicate represents plant material harvested from an independent field plot receiving the same conditions. The replicates reflect the inherent biological variability between plants grown under field conditions. RNA samples were transported to Novogene facilities located in Sacramento, CA, USA, under cryogenic conditions utilizing dry ice. Subsequent analyses for RNA quality, as well as library construction and high-throughput sequencing, were executed by Novogene’s Beijing-based laboratory. For each RNA sample, a unique Illumina RNA-seq library was constructed using the Illumina TruSeq Stranded Total RNA Sample Prep Kit according to the manufacturer’s protocol. Individual barcodes were incorporated during the library preparation for later demultiplexing. Sequencing was conducted employing a 2 × 150 bp paired-end sequencing kit on an Illumina NovaSeq 6000 platform, targeting a sequencing depth of 6 Gb per individual sample. Quality control metrics revealed an average Q20 score of 97.9% and a Q30 score of 94.0% across all samples, thereby attesting to the high fidelity of the sequencing process.

The RNA-seq reads were subjected to a comprehensive computational workflow utilizing pseudoalignment algorithms for accurate transcript quantification and downstream differential expression analysis. Specifically, the Kallisto software (version 0.46.1) was employed for the initial quantification steps [61]. A reference transcriptome index was generated using the “kallisto index” function and rapeseed annotation version AST_PRJEB5043_v1, subsequent to which the “kallisto quant” function was executed on each sample with 100 bootstraps with default parameters. The output provided transcript abundance estimates in terms of transcripts per million (TPM).

For the identification of differentially expressed genes (DEGs) between distinct experimental conditions, the R-based statistical package Sleuth (version 0.30.0) was employed [62]. A Sleuth object was instantiated via the “sleuth_prep” function, incorporating multiple variables into the model, namely genotype, heat treatment, temporal factors, and seasonal variations. Two statistical models were then fitted using the “sleuth_fit” function: a reduced model incorporating all main effects and their respective interactions, and a full model encompassing a four-way interaction term. Likelihood ratio tests (LRT) were executed between these models using the “sleuth_lrt” function, culminating in the identification of DEGs using an adjusted *p*-value < 0.01.

### 4.5. Hierarchical Clustering Analysis

For the purpose of uncovering the latent structure in gene expression profiles, hierarchical clustering was conducted. Initially, the gene expression matrix was subjected to normalization, centering, and scaling using native R functions. The Pearson correlation distance matrix was subsequently employed for hierarchical clustering through the “hclust” function, utilizing average linkage as the agglomeration method. The Dynamic Tree Cut algorithm, implemented in the “cutreeDynamic” function from the dynamicTreeCut package [63], was leveraged to partition the hierarchical tree into an optimal number of gene expression modules. Visualization of these modules was facilitated using the ComplexHeatmap package [26].

Functional enrichment analysis of the gene modules was performed using the g:Profiler toolkit [64]. The gene sets corresponding to each identified module were subjected to Gene Ontology (GO) enrichment analysis against *Brassica napus* gene databases using the “gost” function implemented in the R package gprofiler2 [65]. This enabled the elucidation of the biological pathways and molecular functions significantly associated with each gene module.

### 4.6. Gene Coexpression Network Analysis

To identify modules of coexpressed genes associated with seed yield and quality traits, we performed weighted gene coexpression network analysis (WGCNA) as described previously [29]. The analysis was conducted using the R package BioNERO [66] on normalized RNA-seq count data.

As a first step, we fitted a soft thresholding function to the count data to determine the power (β) for weighted network construction. Using the “SFT_fit function” with a signed hybrid network type, Pearson correlation, and a target R^2^ of 0.9 for scale independence, a power of 8 was selected. Next, the exponentiated transformed count data was used to construct a signed coexpression network with the “exp2gcn” function of BioNERO R package [66], specifying the previously determined soft threshold power, a Pearson correlation, and a module merging threshold of 0.8.

The resulting gene coexpression network consisted of 35,432 genes grouped into 33 modules based on topological overlap. To identify modules associated with phenotypes, we calculated module-trait correlations using the module_trait_cor function. Eight modules showed significant correlations with at least one trait related to plant growth, seed yield, or quality (|r| > 0.7 and *p* < 0.0001).

To visualize the module-trait relationships, a customized heatmap was generated using the ComplexHeatmap package in R [26]. Modules were assigned to three broad categories (growth, yield, quality) and ordered accordingly. The heatmap depicts module–trait correlations, with the strength of positive correlations shown in red and negative correlations in blue. This systems-level visualization reveals major gene coexpression modules associated with different yield and quality traits.

To infer potential regulators of the yield and quality associated modules, we performed gene regulatory network analysis using the “exp2grn” function of BioNERO R package [66]. Transcription factors were specified based on PlantTFDB 4.0 annotations [30], and the expression data was used to predict regulatory interactions [66]. Hub regulators with the highest connectivity in each module were identified using the “get_hubs_grn” function of BioNERO R package [66], which implements three popular algorithms: GENIE3 [67], ARACNE [68], and CLR [69]. The transcriptomic network analysis provides a systems-level view of potential genetic factors influencing yield and quality traits in response to heat stress.

## 5. Conclusions

In summary, our multi-level study of rapeseed under field conditions provides new insights into heat stress responses during the critical reproductive phase. We reveal genotype-dependent variation in photosynthetic gene regulation that may confer thermotolerance through sustained carbon assimilation. Our integrated omics approach also newly identified candidate networks and transcriptional regulators governing the agronomically important trade-off between seed number and weight. These findings advance molecular understanding of heat adaptation and yield determination in oilseed crops.

## Figures and Tables

**Figure 1:**
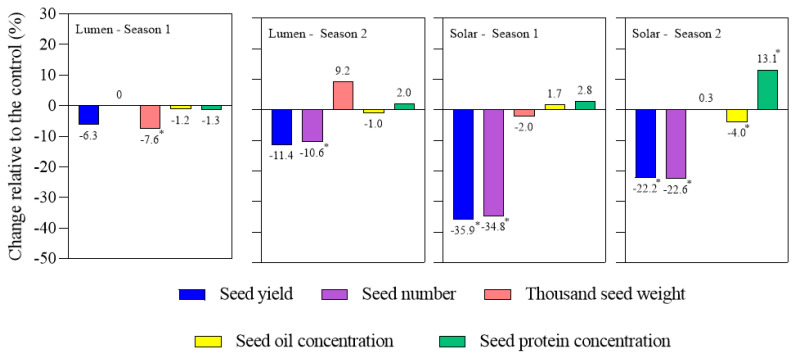
Response of seed yield, seed number, thousand seed weight, and quality traits (seed oil and protein concentrations) across seasons due to heat stress relative to the control. Asterisks indicate significant effect of heat stress treatment on the control by using Fisher’s LSD test (*p* < 0.05).

**Figure 2:**
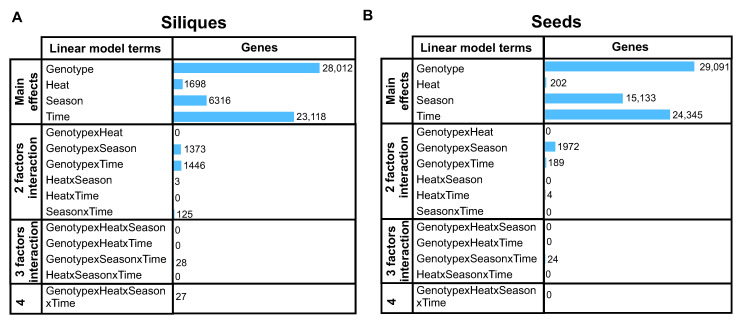
Multivariate analysis of RNA-seq data in siliques and seeds under heat stress. The bar plots display the number of differentially expressed genes (DEGs) attributed to various factors and their interactions in (**A**) siliques and (**B**) seeds based on sleuth analysis (q < 0.01). Genotype is the predominant factor affecting gene expression, whereas heat treatment has a more pronounced effect on siliques than seeds, indicating tissue-specific responses to temperature stress. Data were obtained from field experiments conducted in Valdivia, Chile, using two rapeseed genotypes (Lumen and Solar) subjected to control and heat stress conditions.

**Figure 3:**
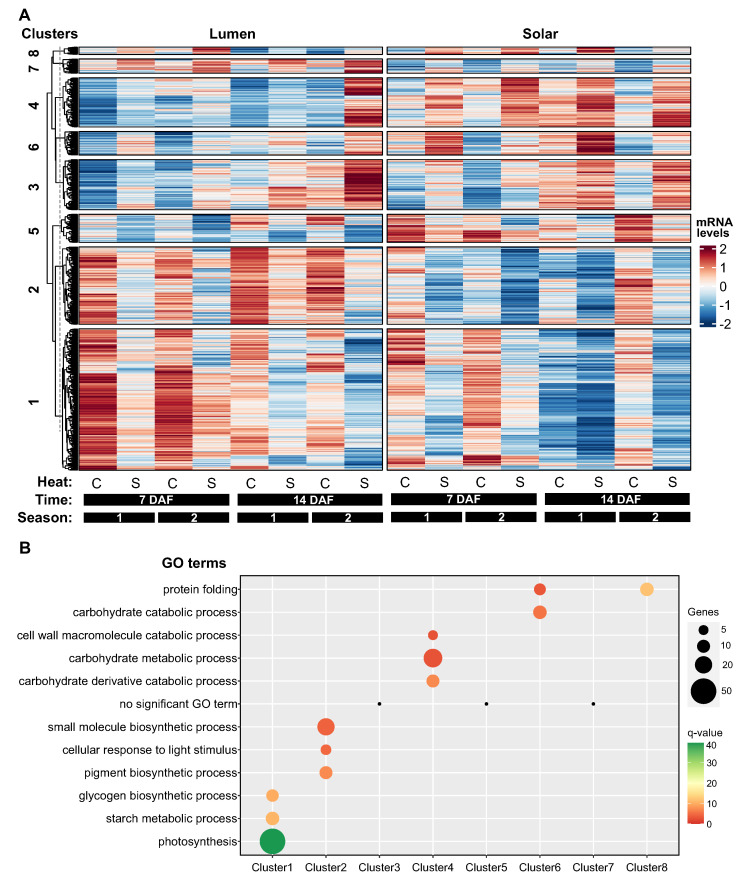
Hierarchical clustering analysis reveals distinct patterns of heat-responsive gene expression in siliques. (**A**) Heatmap showing hierarchical clustering of 1698 heat-responsive genes in siliques into eight distinct clusters based on their expression profiles across samples using ComplexHeatmap [26]. Rows represent genes and columns represent samples from two genotypes (Lumen and Solar), two heat treatments (control and heat stress), two time points (7 and 14 DAF), and two seasons. (**B**) Enrichment analysis of biological processes for each gene cluster. The number of genes and FDR-adjusted *p*-values are shown for the top enriched terms in each cluster. The black dots positioned above Clusters 3, 5, and 7 denote an absence of statistically significant GO terms. Clusters 1, 2, and 5 contain genes downregulated by heat stress and involved in photosynthesis, pigment metabolism, and carbohydrate metabolism. Clusters 3, 4, 6, 7, and 8 show heat-induced genes associated with various processes including protein folding and cell wall metabolism. Cluster 8 displays a genotype-specific temporal response, with decreased expression of protein folding genes in Lumen but not Solar at 14 DAF under heat stress.

**Figure 4:**
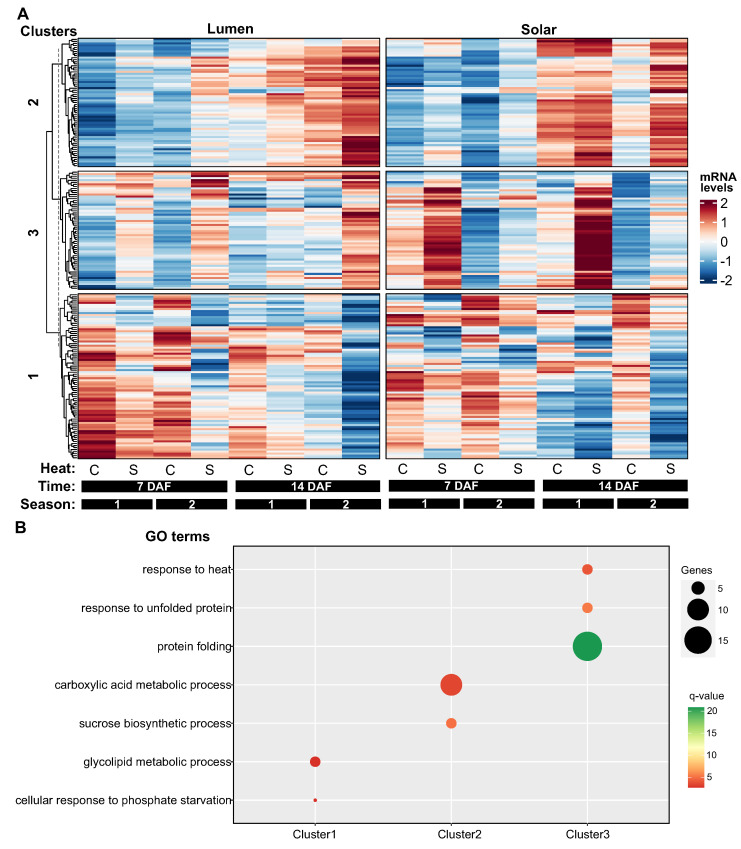
Hierarchical clustering reveals three distinct patterns of heat-responsive gene expression in rapeseed seeds. (**A**) Heatmap visualization of 202 differentially expressed genes (q-value < 0.01) in response to heat treatment, clustered into three groups with distinct expression profiles. Rows represent genes and columns represent different genotype (Lumen or Solar), timepoint (7 or 14 days after flowering), season (1 or 2), and temperature treatment (control or heat stress) conditions. Normalized expression values are color-coded based on row z-score. Cluster 1 (81 genes) shows downregulation by heat stress. Cluster 2 (63 genes) exhibits upregulation by heat. Cluster 3 (58 genes) displays genotype-specific responses to heat. (**B**) Gene ontology enrichment analysis indicates Cluster 1 is involved in glycolipid metabolism and phosphate starvation response, Cluster 2 in carboxylic acid metabolism and sucrose biosynthesis, and Cluster 3 in protein folding and response to heat. The small dot positioned above Cluster 1 denote an absence of statistically significant GO terms.

**Figure 5:**
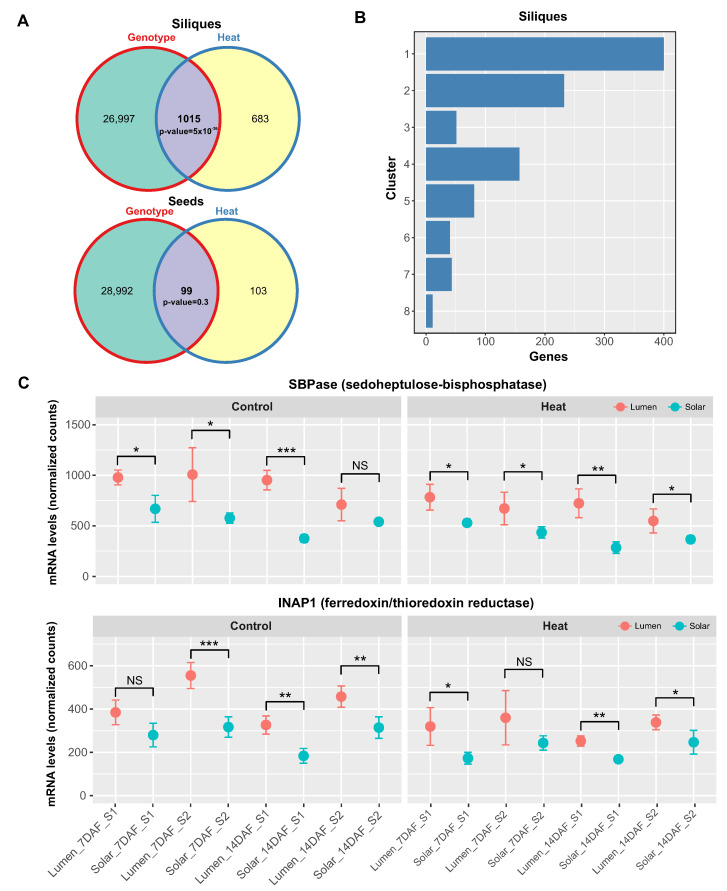
Genotype-dependent effects of heat stress on photosynthesis-related genes in siliques. (**A**) Venn diagrams showing the number of genes significantly regulated by heat, genotype, or both factors in siliques and seeds. Only siliques showed a significant overlap between the two factors (*p* < 0.05, GeneOverlap test). (**B**) Histogram showing the distribution of the 121 genes that were regulated by heat and genotype in siliques across clusters 1 and 2, which contain photosynthesis and light response genes. (**C**) Expression profiles of the photosynthesis-related genes *SBPase* (cluster 1) and *INAP1* (cluster 2) in silique samples under control and heat conditions. *SBPase* and *INAP1* mRNA levels were consistently higher in the Lumen genotype compared to Solar under heat stress based on RNA-seq data, suggesting improved maintenance of photosynthetic gene expression in the heat tolerant Lumen variety. Bars represent means ± SE (n = 3). Asterisks indicate significant differences between genotypes (NS, not significant, * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001).

**Figure 6:**
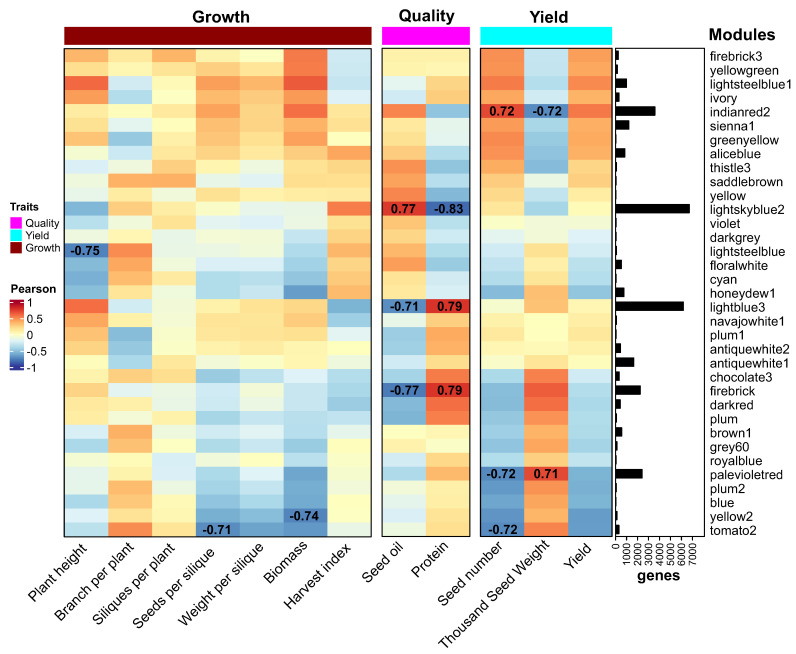
Correlation heatmap of gene coexpression modules with yield and quality traits in rapeseed. Heatmap showing Pearson correlation coefficients between module eigengenes and phenotypic traits related to plant growth, seed yield, and quality. The modules were generated by weighted gene coexpression network analysis of transcriptomic data from 28 samples of seeds at 7 days after flowering. Modules are grouped into categories and ordered based on strongest correlations. Red indicates a positive correlation, blue indicates a negative correlation. The largest modules positively correlated with protein content (lightblue3, firebrick), oil content (lightskyblue2), seed number (indianred2), and seed weight (palevioletred) are highlighted. This systems-level analysis reveals major coexpression modules associated with key agronomic traits that determine yield and quality in rapeseed. The module names (e.g., lightblue3, firebrick, indianred2) correspond to coexpression modules identified by the WGCNA algorithm.

**Figure 7:**
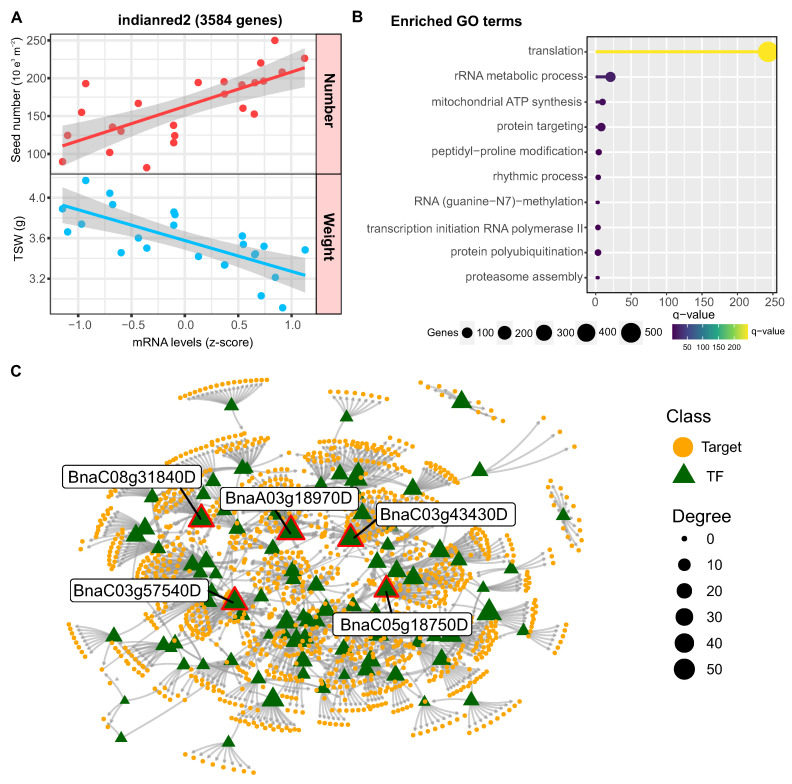
Co-expression network analysis reveals regulators of seed number and weight tradeoff. (**A**) Correlation plot showing the relationship between average expression of indianred2 module genes and seed number/weight across samples. Each point represents the mean expression level of module genes for a sample, with red indicating seed number and blue indicating seed weight. (**B**) Enriched Gene Ontology terms for the indianred2 module related to translation, protein targeting, and other functions. The x-axis shows statistical significance. GO term enrichment analysis was performed using g:Profiler with a q-value cutoff of 0.05 (**C**) Inferred gene regulatory network for the indianred2 module. The network was constructed using GENIE3, ARACNE, and CLR algorithms on gene expression data. Nodes represent transcription factors (triangles) and target genes (circles). The 5 transcription factors with highest connectivity (degree) are labeled. Node size corresponds to degree.

**Figure 8:**
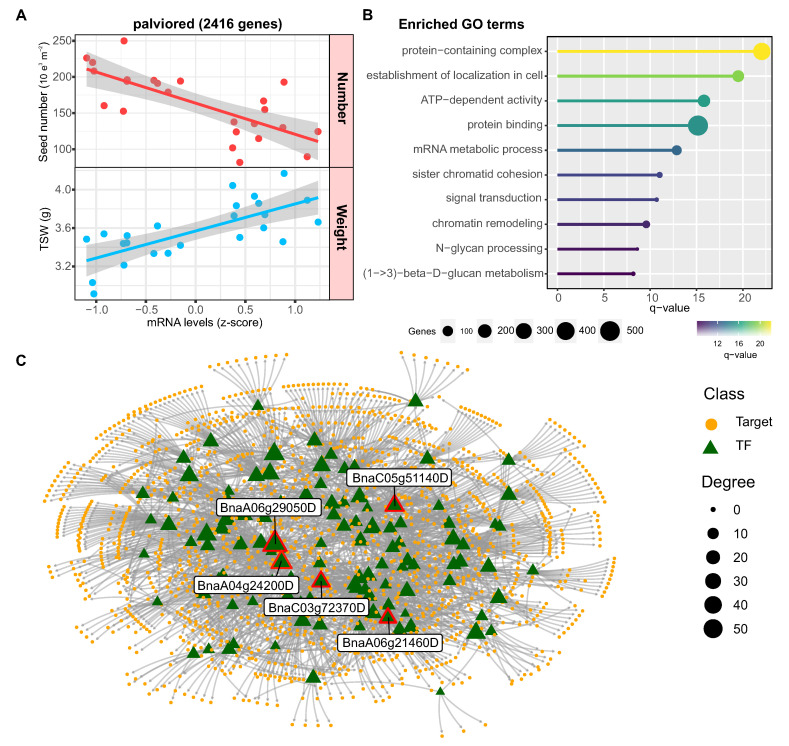
Co-expression module associated with seed weight in rapeseed. (**A**) Scatterplot showing the negative correlation between seed number and the expression pattern of genes in the palevioletred module (r = −0.77, *p* < 0.0001). Each dot represents a specific sample. (**B**) Enriched gene ontology (GO) terms for the palevioletred module related to intracellular transport, mRNA metabolism, signaling, and chromatin remodeling. The bar plot shows the number of genes annotated to each term out of the 2416 genes in the module. GO term enrichment analysis was performed using g:Profiler with a q-value cutoff of 0.05. (**C**) Regulatory network showing predicted transcription factor (TF) regulators of the palevioletred module. The network was constructed using GENIE3, ARACNE, and CLR algorithms on gene expression data. The five transcription factors with highest connectivity (degree) are labeled. Node size corresponds to degree.

## Data Availability

The RNA-Seq datasets generated during this study are available in the NCBI Gene Expression Omnibus (GEO) repository, accession number GSE241954. All other data generated during this study are included in this published article and its Supplementary Materials.

## Supplementary Materials

The supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/ijms242115593/s1, references [70,71] are cited in Supplementary Materials.

# Supplementary material for: Transcriptome and Physiological Analysis of Rapeseed Tolerance to Post-Flowering Temperature Increase
**Source:** Int J Mol Sci. 2023 Oct 26;24(21):15593. doi: 10.3390/ijms242115593
**Supplement:** Supplementary file 1

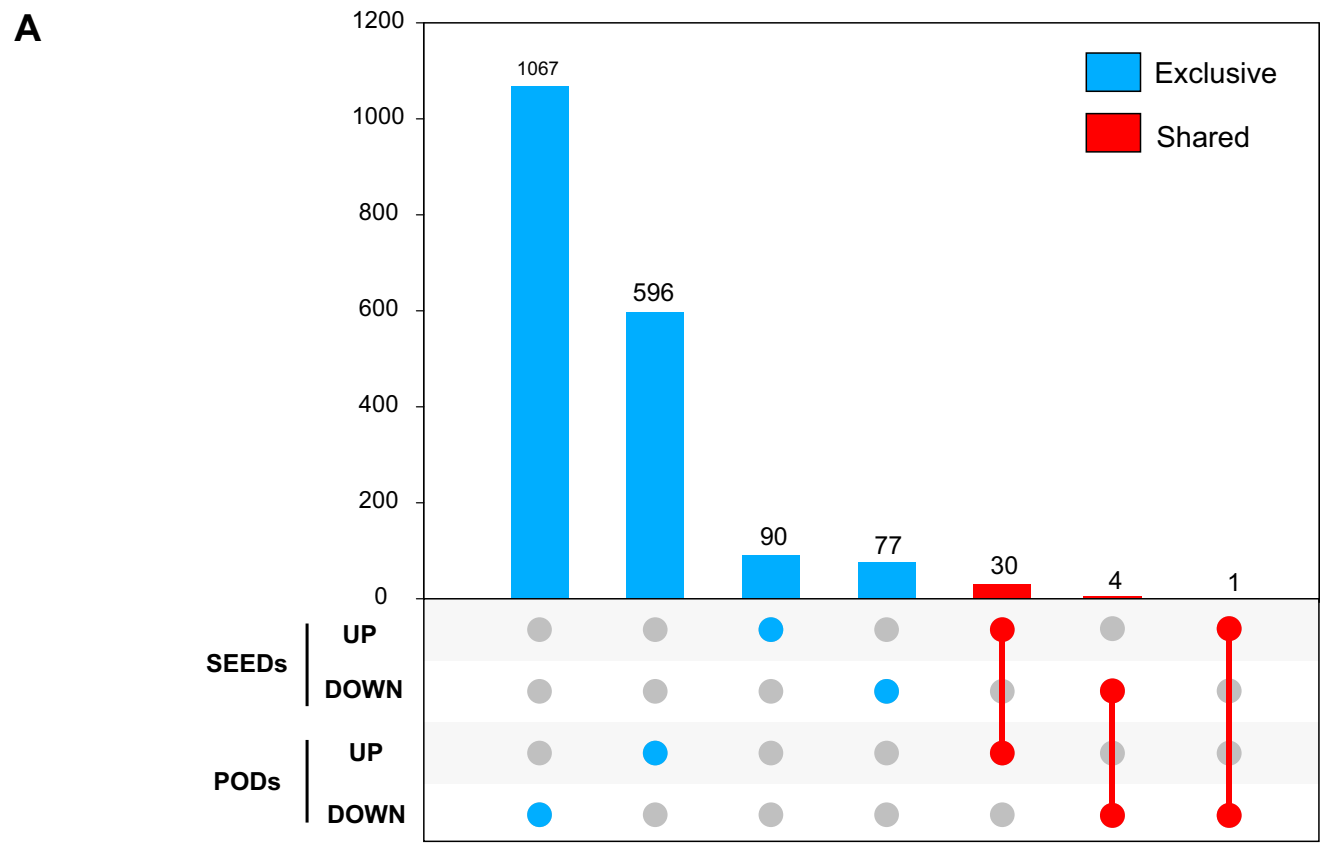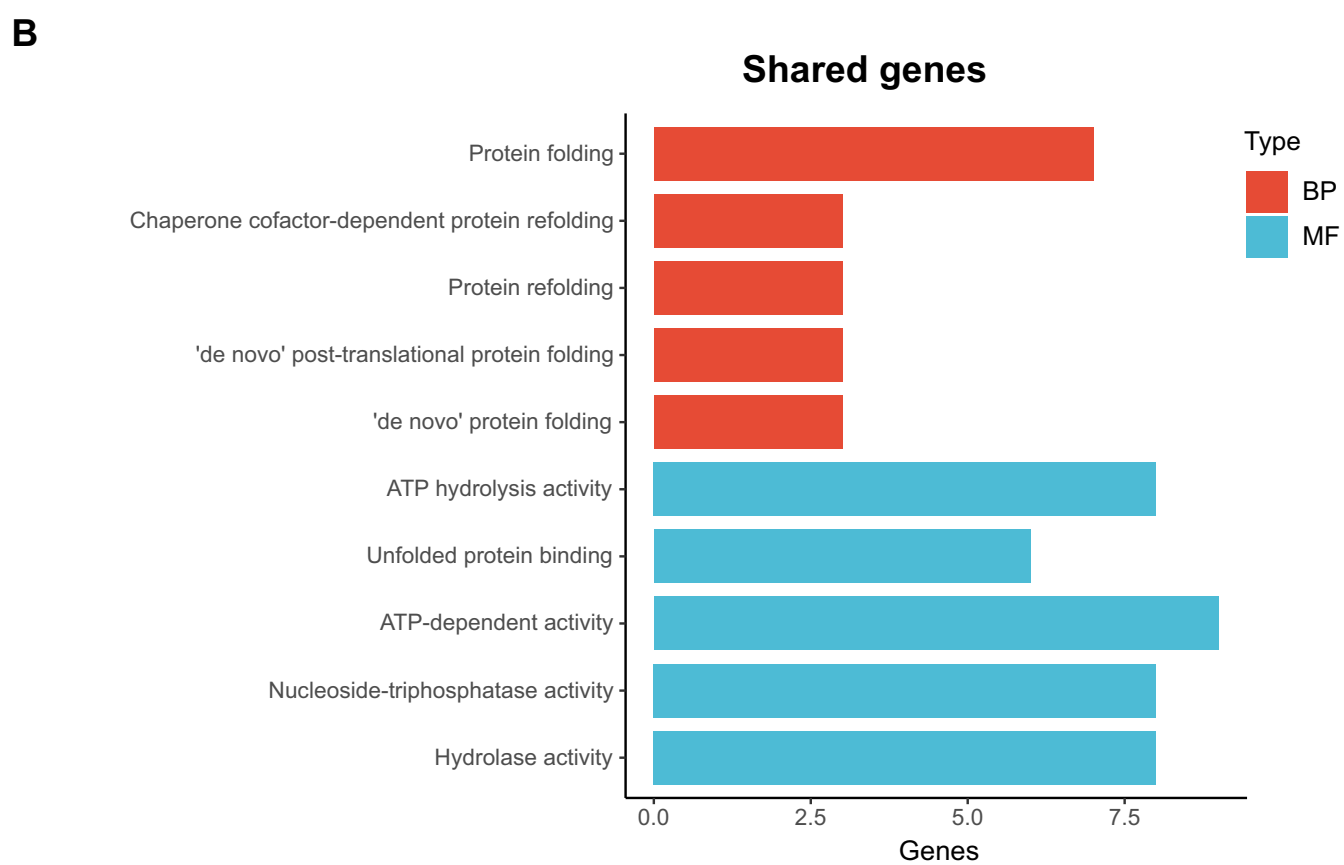

Figure S1: UpSet plots and Gene Ontology (GO) enrichment analysis of differentially expressed genes (DEGs) in seeds and siliques. (A) UpSet plot illustrating the intersections of DEGs identified in seeds and siliques. Each vertical bar represents a unique combination of DEGs, with the number of shared genes indicated by the size of the bar. (B) GO enrichment analysis of shared DEGs between seeds and siliques. The top significantly enriched biological process, molecular function, and cellular component GO terms are displayed.

# Supplementary material for: Transcriptome and Physiological Analysis of Rapeseed Tolerance to Post-Flowering Temperature Increase
**Source:** Int J Mol Sci. 2023 Oct 26;24(21):15593. doi: 10.3390/ijms242115593
**Supplement:** Supplementary file 1

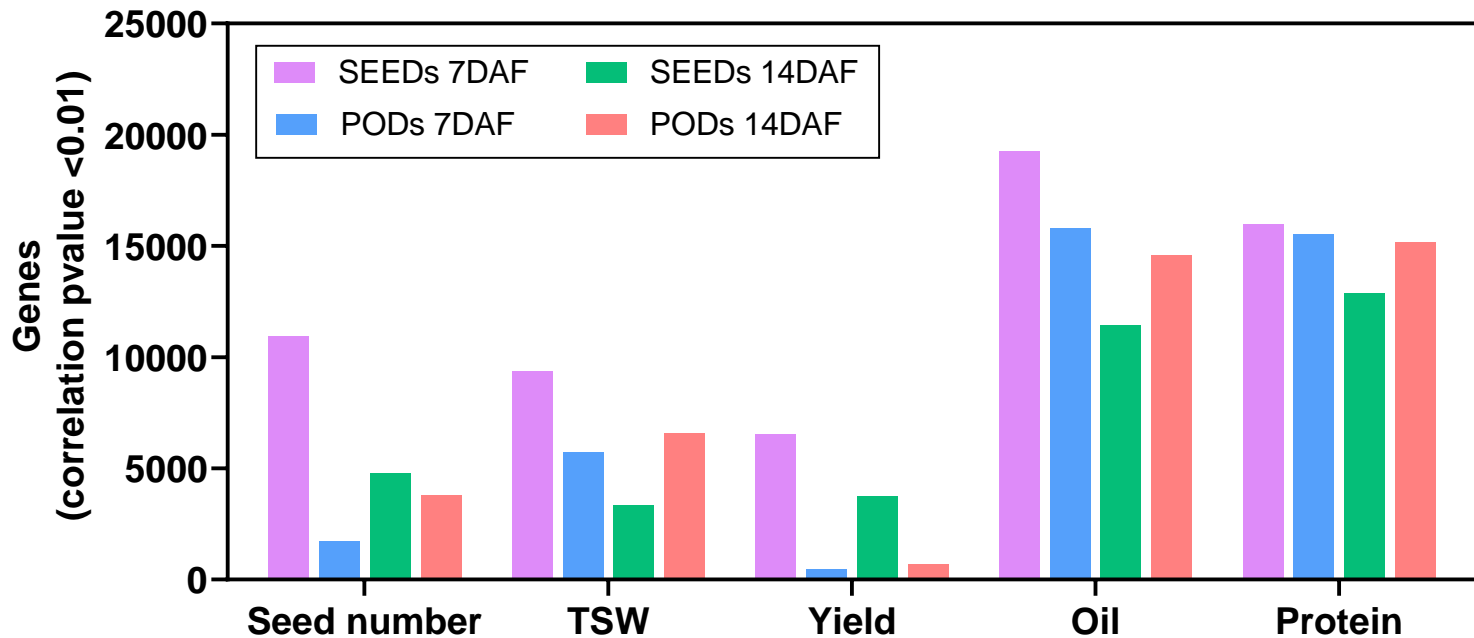

Figure S2: Bar plot illustrating the number of genes significantly correlated with agronomic traits of yield and quality in seed and silique networks at different developmental stages.

# Supplementary material for: Transcriptome and Physiological Analysis of Rapeseed Tolerance to Post-Flowering Temperature Increase
**Source:** Int J Mol Sci. 2023 Oct 26;24(21):15593. doi: 10.3390/ijms242115593
**Supplement:** Supplementary file 1

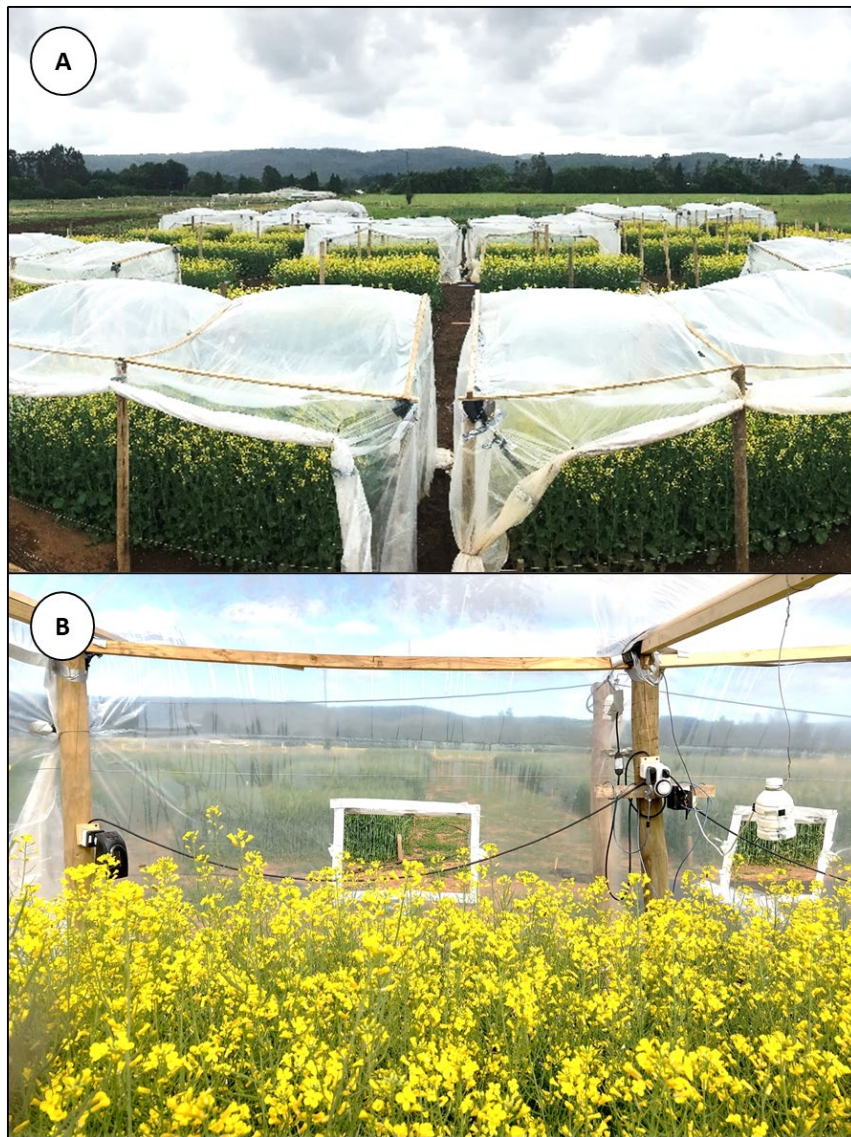

**Figure S3.** Experimental Design for Heat Stress Treatments During Seed Filling: (A) Depicts the establishment of plastic greenhouses over designated plots for controlled environmental manipulation; (B) Illustrates the interior of the greenhouse, highlighting the placement of thermo-fans and an automated temperature sensor to regulate and monitor heat increments.

# Supplementary material for: Transcriptome and Physiological Analysis of Rapeseed Tolerance to Post-Flowering Temperature Increase
**Source:** Int J Mol Sci. 2023 Oct 26;24(21):15593. doi: 10.3390/ijms242115593
**Supplement:** Supplementary file 1

## **SUPPLEMENTARY METHODS**

### **1. Experimental Set-Up and Crop Management**

Two field experiments were conducted at the Austral Farming Experimental Station (EEAA) of the Universidad Austral de Chile, Valdivia, Chile, situated at 39° 47' S, 73° 14' W, utilizing a Duric Hapludand soil. Two spring rapeseed hybrids (Lumen and Solar from NPZ-Lembke, Germany) were evaluated under two distinct heat stress treatments: (i) an unaltered control, and (ii) a treatment with a 5°C temperature elevation initiated at the onset of flowering [BBCH 61] and sustained for 15 days post-flowering (DAF). The first experiment was sown on September 5, 2019 (season 1), while the second experiment was sown on September 4, 2020 (season 2). In the first experiment, a split-plot design with three replicates was employed, wherein the heat stress treatments were allocated to the main plots and the genotypes to the sub-plots. In contrast, the second experiment adopted a randomized block design with three replicates, where both genotypes and heat stress treatments were randomized within each block.

All experimental plots measured 2 m in length and 3.5 m in width and consisted of 11 rows. Rapeseed was sown at a seeding density of 55 plants m<sup>-2</sup>. Optimal agronomic conditions were maintained throughout the experiments, with the exception of the imposed heat treatments. Nutrient management adhered to previously established protocols to obviate phosphorus, potassium, magnesium, and sulfur deficiencies [1]. Irrigation was surface-based and calibrated to local rainfall patterns to avert water stress. A comprehensive pest and disease management strategy was executed based on manufacturer-recommended guidelines to preclude biotic constraints [1].

### **2. Temperature Modulation in Treated Plots**

Portable greenhouse chambers, constructed with wooden frames and covered with 100 µm-thick transparent polyethylene film [2], were employed to elevate temperatures in the heat-stress-treated plots (Figure S3). The apex of each structure was positioned 0.3-0.4 m above the plant canopy. To achieve the target 5°C temperature increase, automatic sensors were deployed both inside and outside these chambers, and thermo-fans with a 2000 W capacity were utilized. The radiation intercepted by the polyethylene film was quantitatively averaged at 10%.

### **3. Phenological and Physiological Assessments**

Phenological progression was monitored bi-weekly using the BBCH scale specific to rapeseed [3]. Biomass samples were collected from one linear meter of the central rows in each plot at physiological maturity, which was determined when the seeds within the siliques attained a hard and darkened state (BBCH 89). Subsequent to oven-drying at 65°C for 48 h, siliques were threshed and weighed. Metrics including seed yield, seed number, thousand-seed weight, and quality traits such as seed oil and protein concentrations were either measured or calculated. Seed oil concentration was ascertained via Near Infrared Reflectometry (NIR) (Foss Infratec 1241, Hilleroed, Denmark), while seed nitrogen concentration was quantified using the Kjeldahl method [4]. Protein concentration in seeds was computed using a conversion factor of 5.8 [5].

Statistical analyses were performed employing a standard analysis of variance in Statgraphics Centurion 18. Differences among genotypes and between heat stress treatments were deemed statistically significant at a 5% probability level as determined by the least squares mean differences test. The normal distribution and homogeneity of residuals were verified for all collected data [6].

#### 4. Meteorological Data

Meteorological parameters, specifically the maximum and minimum air temperatures along with the incidence of solar radiation (ISR), were continually recorded at 30-minute intervals from the time of sowing until harvest. Data were collected at the Austral Meteorological Station of the EEAA, located approximately 200 m from the experimental site (<http://agromet.inia.cl/>).

#### 5. Supplementary References

1. Verdejo, J.; Calderini, D. F., Plasticity of seed weight in winter and spring rapeseed is higher in a narrow but different window after flowering. *Field Crop Res* **2020**, 250, 107777.
2. Lizana, X. C.; Calderini, D. F., Yield and grain quality of wheat in response to increased temperatures at key periods for grain number and grain weight determination: considerations for the climatic change scenarios of Chile. *J Agr Sci* **2013**, 151, (2), 209-221.
3. Meier, U., Growth stages of mono-and dicotyledonous plants. In *BBCH Monograph*, Julius Kühn-Institut: Quedlinburg, Germany, 2018; p 204 p.
4. Kirk, P. L., Kjeldahl Method for Total Nitrogen. *Analytical Chemistry* **1950**, 22, (2), 354-358.
5. Merrill, A. L.; Watt, B. K., *Energy value of foods: basis and derivation*. Slightly rev. ed.; Human Nutrition Research Branch, Agricultural Research Service; for sale by the Supt. of Docs., U.S. Govt. Print. Off.: Washington, 1973; p iv, 105 p.
6. Kutner, M.; Nachtsheim, C.; Neter, J., *Applied Linear Regression Models*. McGraw-Hill Education: Boston, 2004; p 701.

# Supplementary material for: Transcriptome and Physiological Analysis of Rapeseed Tolerance to Post-Flowering Temperature Increase
**Source:** Int J Mol Sci. 2023 Oct 26;24(21):15593. doi: 10.3390/ijms242115593
**Supplement:** Supplementary file 1

Table S3. Mean and maximum temperatures (T), incident solar radiation (ISR) and cumulative solar radiation during heat stress treatments across seasons.

| Genotype        | Thermal treatment | T <sub>mean</sub><br>(°C) | T <sub>max</sub><br>(°C) | ISR <sub>mean</sub><br>MJ m <sup>-2</sup> day <sup>-1</sup> | Cumulative<br>ISR<br>MJ m <sup>-2</sup> |
|-----------------|-------------------|---------------------------|--------------------------|-------------------------------------------------------------|-----------------------------------------|
| <b>Season 1</b> |                   |                           |                          |                                                             |                                         |
| Lumen           | Control           | 14.1 ± 0.6                | 27.2                     | 22.4 ± 1.7                                                  | 358.7                                   |
|                 | 0-15 DAF          | 18.4 ± 0.6                | 31.5                     | 20.2 ± 1.5                                                  | 322.8                                   |
| Solar           | Control           | 14.7 ± 0.6                | 27.2                     | 24.2 ± 1.5                                                  | 386.6                                   |
|                 | 0-15 DAF          | 19.4 ± 0.6                | 31.9                     | 21.7 ± 1.3                                                  | 347.9                                   |
| <b>Season 2</b> |                   |                           |                          |                                                             |                                         |
| Lumen           | Control           | 12.9 ± 0.5                | 23.7                     | 21.3 ± 2.1                                                  | 362.2                                   |
|                 | 0-15 DAF          | 17.5 ± 0.5                | 27.8                     | 19.2 ± 1.9                                                  | 326.0                                   |
| Solar           | Control           | 13.1 ± 0.6                | 27.5                     | 21.6 ± 2.2                                                  | 366.5                                   |
|                 | 0-15 DAF          | 17.7 ± 0.6                | 29.6                     | 19.4 ± 2.0                                                  | 329.9                                   |

Mean ± standard error.

# Supplementary material for: Transcriptome and Physiological Analysis of Rapeseed Tolerance to Post-Flowering Temperature Increase
**Source:** Int J Mol Sci. 2023 Oct 26;24(21):15593. doi: 10.3390/ijms242115593
**Supplement:** Supplementary file 1

Table S4. Dates of plant sampling for transcriptomic analysis for each genotype and developmental stage.

| Year | Genotype | Date      |           |           |                   |           |           |
|------|----------|-----------|-----------|-----------|-------------------|-----------|-----------|
|      |          | Sowing    | Emergence | BBCH61    | Start heat stress | 7 DAF     | 14 DAF    |
| 2019 | Lumen    | 05-sep-19 | 13-sep-19 | 17-nov-19 | 18-nov-19         | 25-nov-19 | 02-dic-19 |
|      | Solar    | 05-sep-19 | 18-sep-19 | 22-nov-19 | 23-nov-19         | 30-nov-19 | 07-dic-19 |
| 2020 | Lumen    | 02-Sep-20 | 18-Sep-20 | 18-Nov-20 | 19-Nov-20         | 26-Nov-20 | 03-Dec-20 |
|      | Solar    | 02-Sep-20 | 19-Sep-20 | 19-Nov-20 | 20-Nov-20         | 27-Nov-20 | 04-Dec-20 |

| Year | Genotype | Days from last event |           |        |                   |       |        |
|------|----------|----------------------|-----------|--------|-------------------|-------|--------|
|      |          | Sowing               | Emergence | BBCH61 | Start heat stress | 7 DAF | 14 DAF |
| 2019 | Lumen    | 0                    | 8         | 65     | 1                 | 7     | 7      |
|      | Solar    | 0                    | 13        | 65     | 1                 | 7     | 7      |
| 2020 | Lumen    | 0                    | 16        | 61     | 1                 | 7     | 7      |
|      | Solar    | 0                    | 17        | 61     | 1                 | 7     | 7      |

---

| End heat stress | PM        | Harvest   |
|-----------------|-----------|-----------|
| 03-dic-19       | 11-ene-20 | 31-ene-20 |
| 08-dic-19       | 10-ene-20 | 31-ene-20 |
| 04-Dec-20       | 13-Jan-21 | 25-Jan-21 |
| 05-Dec-20       | 06-Jan-21 | 25-Jan-21 |

---

---

| End heat stress | PM | Harvest |
|-----------------|----|---------|
| 1               | 39 | 20      |
| 1               | 33 | 21      |
| 1               | 40 | 12      |
| 1               | 32 | 19      |

---

How the deposited data were processed for this re-analysis (not part of the article)

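RNA-seq of siliques and seeds of the spring rapeseed hybrids Lumen and Solar was analysed from 112 libraries of field plots, taken at 7 and 14 days after flowering (DAF) in 2 seasons from control plots and from plots heated under polyethylene film. Conditions and replicate numbers came from the sample labels and Table S1. Each tissue has 16 conditions with 3 libraries in season 1 and 4 in season 2.

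The authors pseudoaligned stranded total RNA reads with kallisto to the annotated transcripts and fitted genotype, heat, time and season with their interactions in Sleuth, in each tissue, at a q-value under 0.01. The values that the authors deposited are whole numbers for 101040 genes per library and were used as a score with an unknown scaling, which the files do not state. The paper's methods name kallisto abundances as TPM and, for the network, normalized counts. The sums per library, given below, are far under the pseudoaligned reads, so the values were treated as TPM-like and not as read counts, and the reads of each gene cannot be recovered from them. A median-ratio rescaling of the libraries within a tissue changed them by factors of 0.997 to 1.00, so this alternative hardly moved the values and its small effect says nothing about other scalings. The log2 values, ratios, q-values and percentages in the text were computed here from the deposited values, except the percent of pseudoaligned reads, which the authors list in Table S1.

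Depth was taken from Table S1, since the deposited values sum to 890194 to 1658548 in every library. The pseudoaligned reads per library ranged from 11161025 to 18927450 with a median of 16522318. No counting error can be attached to a single value without the reads, so the spread between replicate libraries served as the error, with a median residual SD of 0.459 in siliques and 0.432 in seeds on the log2 scale. Genes with low values are limited most by the rounding.

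The values were transformed to log2(value + 0.5), and limma 3.58.1 in R 4.3.3 fitted all 4 factors and their interactions with sum-to-zero coding in each tissue, so that a main effect is the mean over the conditions of the other factors. limma's moderated test with a trend in the prior variance was followed by Benjamini-Hochberg adjustment, and a q-value under 0.01 counted as past the threshold. Tables were read with data.table 1.17.8. The interaction of heat and tissue was tested in one fit over both tissues with all interactions. Heat within a hybrid was tested in fits over 28 libraries. Overlaps were tested with one-sided Fisher's exact tests, and scores of gene groups with two-sided permutation tests.

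Genes with a value of at least 1 in at least 47% of the libraries of a tissue were tested. The design written before the data were examined gives this minimum for TPM-like values and a minimum of 5 for counts, whereas the list of alternatives written with it names the minimum of 5 throughout. The first look at the data gave the number of genes under several filters side by side, so the choice between the minimum of 1 and 5 was not blind, and the minimum of 5 was added as an alternative after the data had been seen. The other alternatives were a pseudocount of 5, no filter, a mean value of at least 20, median-ratio rescaling, a model without interactions, a q-value under 0.05, a block for the replicate number, each replicate number left out, the libraries with under 65% of reads pseudoaligned left out, and each season alone.

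The same code was tested on simulated data in which 200 genes per tissue were raised or lowered by 1 log2 unit under heat. It called 182 of them (91%) among 53680 genes in siliques, with 3 calls among unchanged genes. In seeds it called 180 (90%) among 52306 genes, with 0 calls among unchanged genes. The changed genes came from above a minimum mean level, and the simulated libraries varied independently. The median change of the heat genes was 0.40 in siliques and 0.42 in seeds. The shares called were not tested for changes of that size, for low values or for interactions.

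The genes named in the text follow a rule set before the data were examined. It takes the hub transcription factors that the paper names and, in each tissue, the 3 genes with the largest rise and the 3 with the largest fall among heat genes with a mean value of at least 20 and the same direction in all 8 combinations of hybrid, time and season, and 3 genes called in both tissues. The files do not pair the identifiers with names or products, and none matched the gene table at hand, so only 2 genes that rose and 2 that fell are printed for each tissue. Gene positions were taken only as the order given by the identifiers, without coordinates. Genes with near-identical copies in the A and C subgenomes are uncertain because pseudoalignment could split reads between them.

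Heat genes were clustered on the standardized condition means with average linkage, with the number of clusters taken from the paper. Hub and module scores were mean z-scores over their genes in the 28 seed libraries at 7 DAF. The dynamic choice of the number of clusters, the coexpression network, the module and trait correlations, the enrichment of gene functions and the 2 genes of Figure 5C were not analysed here.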

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

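The test of the genes abundant in seeds under heat was chosen before its result was seen. The fits without the seed libraries with under 65% of reads pseudoaligned were among the alternatives set before the data were examined. The other tests of explanations in this part were chosen after results had been seen, the splits of the libraries included. In each split the labels of a factor were rearranged within the conditions of the other factors and the model was fitted again. There were 100 splits counting the real one. The splits did not keep libraries of a plot together across sampling times, so they also take these as independent.

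The effect of heat differed between siliques and seeds for 762 genes by a test of the interaction of heat and tissue, and 1 of the 100 splits, the real one, gave as many. Leaving out the 2 seed libraries with under 65% of reads pseudoaligned gave 900 genes, which argues against these libraries as the cause. Of the 762 genes, 445 had the lower and 317 the higher heat effect in siliques, with median differences of -0.55 and 0.60 on the log2 scale. These directions decide nothing about a scaling difference between the tissues. A constant one largely cancels between heated and control libraries, and the libraries of each tissue already had median ratios of 0.997 to 1.00. Seed RNA in the silique libraries would move the genes that are abundant in seeds and rare in siliques. The 123 genes with a value of at least 100 in seeds and at least 32 times that in siliques rose by a mean of 0.50 under heat in siliques, which was within the permuted values (p = 0.179, permutation test), and 0 of them were among the 762 genes, against 1.96 expected. This decides nothing, since their value in siliques is near the floor, with a median of 3. The summed value of these genes in a silique library, as a percent of that in control seeds, bounds the share of seed RNA. It had a mean of 1.23% in control and 2.49% in heated libraries and was at most 15.5% in one library. Of the 762 genes, 490 had a lower value in seeds than in siliques. A larger share of seed RNA under heat can only lower these in siliques, but 129 of them had the higher heat effect in siliques, and the others would need a median share of 46.4% and at least 19.6%. The tables argue against seed RNA for these 490 genes, if it has the composition of the seed libraries. For the other 272 genes it stays open. The levels of the tissues were compared here as deposited. With all libraries rescaled together by their median ratios, chosen after seeing the data, 534 genes were lower in seeds, and those with the lower heat effect in siliques would need at least 19.0%, against at most 18.6% in a library. A difference between the tissues in their response to heat stays open as a hypothesis, as does a difference in the warming or the light that reached them under the film, which was not tested.

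Heat by season was past the threshold for 13 genes in siliques and heat by time for 61 genes in seeds, and 1 of the 100 splits gave as many interactions with heat other than genotype by heat in each tissue. Without the 2 seed libraries with few pseudoaligned reads, the interactions with heat other than genotype by heat gave 78 genes in seeds, so these libraries are not a likely source of the interaction. The seasons differed in weather and plots, and no test here separates these from a season effect of the libraries themselves. Genotype by heat gave 0 genes in both tissues, so that all 100 splits gave as many, and the unadjusted p-value was under 0.05 for 3731 genes in siliques and 1869 in seeds.

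Genotype differed in its effect between the seasons for 2438 genes in siliques and 3103 in seeds, and between the sampling times for 2777 and 594. Season and time interacted for 1295 genes in siliques and 23 in seeds. For each of these counts 1 of the 100 splits gave as many, as for the interaction of genotype, season and time. The hybrids were not sampled on the same dates, so differences in stage or weather at sampling may contribute to the interactions with genotype, and these cannot be separated from the hybrids in this design. In seeds, 937 genes were past the threshold for genotype by time and 44 for season by time without the 2 libraries with under 65% of reads pseudoaligned, so these libraries lowered the counts.

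Within the 16 conditions with 4 libraries, 6 measures per library were examined for a library far from the other 3 of its condition. Of the 96 results, 9 showed such a library, against 4.8 expected by chance, so about as many as that need no explanation. Replicate 4 of heated Lumen seeds at 7 DAF in season 2 had 66990 genes listed at 0 against 48013 to 48541 in the others, and a residual SD of 1.25 against 0.538 to 0.569. Its reads were fewer than in most libraries, but the 9 other libraries with few pseudoaligned reads had at most 49997 genes at 0, which argues against low depth as the cause. A degraded or otherwise different library remains a candidate explanation and was not tested, and no biological explanation was tested for it.

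Replicate 1 of heated Solar seeds at 14 DAF in season 2 had 47381 genes at 0 against 44908 to 45301 and a residual SD of 0.526 against 0.388 to 0.404. In heated Solar seeds at 7 DAF in season 2, replicate 1 had 48435 genes at 0 against 49359 to 49537. Replicate 3 of control Lumen seeds at 7 DAF in season 2 had 14780426 pseudoaligned reads against 16674435 to 16993303, and replicate 1 of heated Solar siliques at 7 DAF in season 2 had 18042494 against 16407158 to 16642263. The 10 highest genes held 5.15% of the values in replicate 1 of control Solar siliques at 7 DAF in season 2, against 3.41% to 3.57%, and 5.61% in replicate 4 of heated Solar siliques at 7 DAF in season 2, against 2.93% to 3.20%. No explanation was tested for these libraries.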

How the results depend on the processing

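The alternatives were set before the data were examined, except the minimum value of 5 and, for the hub and module scores, leaving out replicates or libraries, which were chosen after seeing the data. Counts are genes past the threshold, and a count is given where it moved by more than 1.5 times and another value where it moved by more than the spread between fits. Where no cause is named, the cause was not tested. A few counts are rounded to 2 digits and written with an exponent.

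A pseudocount of 5 in place of 0.5 changed these results. In siliques it gave 33 for genotype by season by time and 24 for other interactions with heat. In seeds it gave 1039 for genotype by time, 62 for season by time, 348 for genotype by season by time and 143 for other interactions with heat. Across tissues or hubs it gave 1249 for heat by tissue and an r of the hub scores in season 1 of -0.54.

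Without a filter on low values these results changed. For siliques this meant 6 for genotype by heat, 27 for genotype by season by time and 34 for other interactions with heat. For seeds this meant 109 for season by time, 27 for genotype by heat, 562 for genotype by season by time, 2.3e+02 for other interactions with heat and 109 for heat within Lumen.

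A mean value of at least 20 leaves fewer genes to test. Of the counts that moved, genotype by season by time in siliques rose, for a cause that was not tested, and the others were lower. Silique results were 4493 for genotype, 1514 for heat, 2620 for season, 5062 for time, 1023 for genotype by season, 1470 for genotype by time, 838 for season by time, 26 for genotype by season by time, a share of lowered heat genes of 69.9% and an r of heat and time effects of 0.32. Seed results were 4679 for genotype, 533 for heat, 4744 for season, 5639 for time, 1486 for genotype by season, 367 for genotype by time, an r of heat and time effects of 0.73, 15 for heat within Lumen and 108 for heat within Solar. Between the tissues and for the hubs there was 80 shared heat genes, an r of the heat effects of both tissues of 0.30 and 308 for heat by tissue.

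The model without interactions changed these results, and the cause was not tested. The siliques then had 1841 for heat and 277 for heat within Solar. The seeds then had 1.6e+02 for heat and 97 for heat within Solar. Over tissues or hubs the results were a ratio of heat genes in siliques to seeds of 11.7 and 25 shared heat genes.

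A q-value under 0.05 is a looser threshold and raises the counts by construction. In siliques it gave 5537 for heat, 14147 for season, 5966 for genotype by season, 5217 for genotype by time, 3921 for season by time, 327 for genotype by season by time, 39 for other interactions with heat, a share of lowered genes higher in Lumen of 74.4%, 1698 for heat within Lumen and 1463 for heat within Solar. In seeds it gave 2369 for heat, 6331 for genotype by season, 1797 for genotype by time, 118 for season by time, 612 for genotype by season by time, 570 for other interactions with heat, 80 for heat within Lumen and 853 for heat within Solar. Across tissues or hubs it gave 427 shared heat genes and 1819 for heat by tissue.

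Leaving out the seed libraries with under 65% of reads pseudoaligned left the silique results as they were, since both are seed libraries, and moved these results. For seeds this meant 937 for genotype by time, 44 for season by time, 2.1e+02 for genotype by season by time and 52 for heat within Lumen. Between the tissues and for the hubs there was an r of the hub scores in season 2 of -0.41, a difference of Lumen minus Solar in the indianred2 hubs of 0.26, a heat difference of the palevioletred hubs of 0.045 and a heat difference of the lightskyblue2 genes of -0.085.

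Season 1 alone leaves fewer libraries. For siliques this meant 70 for heat, 4984 for time, 1208 for genotype by time, a share of lowered genes higher in Lumen of 92.7%, 34 for heat within Lumen and 1 for heat within Solar. Seed results were 33 for heat, 12886 for time, 1161 for genotype by time, a share of lowered heat genes of 3.03%, an r of heat and time effects of 0.33 and 24 for heat within Solar. Over tissues or hubs the results were 5 shared heat genes and an r of the heat effects of both tissues of 0.28.

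Season 2 alone also leaves fewer libraries. Silique results were 13353 for genotype, 1371 for heat, 286 for genotype by time, a share of lowered genes higher in Lumen of 69.9%, an r of heat and time effects of 0.15, 30 for heat within Lumen and 322 for heat within Solar. The seeds then had 444 for heat, 60 for genotype by time and 3 for heat within Lumen. Across tissues or hubs it gave 24 shared heat genes and an r of the heat effects of both tissues of 0.12.

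The minimum value of 5, chosen after seeing the data, leaves fewer genes to test. The siliques then had 12668 for genotype. In seeds it gave 12878 for genotype, 12974 for time and 70 for genotype by season by time. Between the tissues and for the hubs there was an r of the heat effects of both tissues of 0.26.

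Numbers do not pair the libraries of different conditions, since the mean correlation of residuals between libraries with the same number lay between -0.018 and 0.028. Silique and seed libraries with the same condition and number deviated together on average, with a mean correlation of 0.116 against -0.045 for other pairs, but not in every pair, with a lowest value of -0.04. The paper's text does not state whether they come from one plot, and they were not shown to be independent. With such a pair as a block, heat by tissue was past the threshold for 1139 genes, against 762 without it. With the replicate number as a block, the fit within Lumen gave 170 heat genes in siliques and 16 in seeds, where it was 272 and 29 without the block. The block gave 2722 heat genes in siliques and 859 in seeds and moved no other count by more than 1.5 times.

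The fits that each left out one replicate number of a season have fewer libraries. Across these 7 fits the results ranged as follows. The silique ranges were heat 1179 to 2318, season 4786 to 7843, genotype by season 918 to 3495, genotype by time 1418 to 2692, season by time 59 to 1129, genotype by season by time 0 to 16, other interactions with heat 0 to 11, heat within Lumen 23 to 1.8e+02, heat within Solar 68 to 288. The seed ranges were heat 1.8e+02 to 806, genotype by season 1003 to 3487, genotype by time 141 to 679, season by time 0 to 46, genotype by season by time 2 to 319, other interactions with heat 0 to 170, r of heat and time effects 0.49 to 0.58, heat within Lumen 8 to 35, heat within Solar 40 to 2.1e+02. Across the tissues and for the hubs the ranges were ratio of heat genes in siliques to seeds 2.28 to 10.1, shared heat genes 43 to 120, heat by tissue 268 to 656, r of the hub scores in season 1 -0.79 to -0.54, r of the hub scores in season 2 -0.48 to 0.63. Without replicate 1 of season 1, the interactions with 0 genes past the threshold had 4933 genes (genotype by season by time, siliques), 16934 (other interactions with heat in siliques, 6 terms together) and 3498 (season by time, seeds) at an unadjusted limma p under 0.05. Without replicate 3 of season 1, the other interactions with heat in seeds had 14091. Genotype by heat had 0 genes in each of the 7 fits, with 2775 to 4108 genes in siliques and 1298 to 2233 in seeds at an unadjusted p under 0.05. The hub correlation in season 2 changed sign only without replicate 4, to -0.48, which is the replicate of the library with many genes at 0.

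Over all results and alternatives, 463 comparisons kept the direction and the side of the threshold or moved within the limits above, 195 moved past them, 4 were weaker, 1 was stronger and 3 reversed. For single genes named by the rule, 15 comparisons were weaker and the others kept both. Heat was past the threshold for more genes in siliques than in seeds under every alternative tried. Median-ratio rescaling and the background of all genes moved none of these results past their limits. Complete linkage and clustering on all libraries were judged only by the share of heat genes lowered by heat. That share does not depend on the clustering, so the stability of the clusters was not tested by them. The model without interactions gives no interaction, a single season gives no season effect, and the median-ratio rescaling of the 2 genes of Figure 5C was not run. Low values were rounded to whole numbers, which limits the precision of genes with low values.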

Differences from the paper's values

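The number of heat genes in siliques was 2788, against the paper's 1698. Of the alternatives set before the data were examined, a mean value of at least 20 (1514), the model without interactions (1841), season 2 alone (1371) and each of the 7 fits that left out one replicate number (from 1179 to 2318) lay within 1.5 times the paper's value, and the others did not. In seeds it was 875 against the paper's 202, and the model without interactions and the fits without replicate 1 or 2 of season 1 came within 1.5 times it, while the others did not.

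The ratio of heat genes in siliques to those in seeds was 3.19, against the paper's 8.5. The model without interactions gave 11.7, and the fits without replicate 1 or 2 of season 1 gave 6.91 and 10.1, within 1.5 times the paper's ratio. Heat genes shared by both tissues numbered 150, against the paper's 35. Here a mean value of at least 20 (80), the model without interactions (25), the fits without replicate 1 (47), 2 (43) or 3 (57) of season 1 or replicate 1 (76) or 2 (90) of season 2, season 1 alone (5) and season 2 alone (24) did not differ from it beyond the spread between fits, and the others did.

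Genotype by time gave 2777 genes in siliques, against about 1400 in Fig. 2A, read by eye. A mean value of at least 20 (1470) and season 1 alone (1208) closed this gap. The fits that left out one replicate number, except replicate 3 of season 2, did not differ from the paper's value beyond their spread (1418 to 2692). Season by time gave 1295 genes in siliques, against about 120 in Fig. 2A, read by eye. No filter (1037) and a mean value of at least 20 (838) did not differ from it beyond the spread between fits. Neither did the fits that left out one replicate number, except replicate 3 of season 1. These fits ran from 59 to 1129 genes, so values far above the paper's still pass this limit. The interaction of genotype, season and time gave 16 genes in siliques, against about 28 in Fig. 2A, read by eye. A pseudocount of 5 (33), no filter (27), a mean value of at least 20 (26) and the replicate block (22) closed this gap. Other gaps were not counted as differences because they lay within a wide spread between fits. In seeds, this interaction gave 111 genes against about 24 (spread 2 to 319), read by eye. Genotype by time in seeds gave 594 against about 190 (141 to 679). Genotype by season in siliques gave 2438 against about 1400 (918 to 3495).

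Heat lowered 1590 genes in siliques, against the paper's 947. A mean value of at least 20 (1059), the model without interactions (1153), season 2 alone (735) and the 7 fits that left out one replicate number (from 716 to 1273) closed the gap. Genes with both a genotype and a heat effect numbered 1615 in siliques, against the paper's 1015, and no filter (1454), a mean value of at least 20 (966), the model without interactions (935) and the 7 fits that left out one replicate number (from 659 to 1267) closed it. In seeds they numbered 426, against about 99 in Fig. 5A, read by eye, and a mean value of at least 20 (275), the model without interactions (67), season 1 alone (31), season 2 alone (212) and the fits that left out one replicate number, except replicate 2 of season 2, did not differ from it beyond the spread between fits.

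The paper ranks genotype as the predominant factor, and in seeds time (19766 genes) was slightly past genotype (19670). Genotype was past time there in 5 of the 7 fits that left out one replicate number and in season 1 alone (19297 and 12886). Time was past genotype in seeds in season 2 alone (13816 and 13554), with a mean value of at least 20 (5639 and 4679) and in the other alternatives. In siliques genotype was past time (20163 and 18771). The order was reversed there with a mean value of at least 20 (4493 and 5062) and in season 2 alone (13353 and 17716). It was also reversed, by few genes, in the model without interactions (18196 and 18204). The paper finds the overlap of genotype and heat genes significant in siliques and not in seeds. Here the odds ratio in seeds was 1.64 and stayed above 1 with p under 0.05 in every alternative tried. It describes the silique clusters of genes raised by heat as small, whereas one of them held 933 genes. Its largest seed cluster holds genes lowered by heat, whereas here the largest, with 471 genes, was raised by heat.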

Other observations

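The shift in developmental position and its use as a covariate were tests chosen before their results were seen, and the other tests in this part were chosen after them.

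For heat itself, 1 of the 100 splits of the heat labels gave as many heat genes in siliques, in seeds, within Lumen and within Solar in each tissue, and as many heat genes shared by the tissues. For the genotype, time and season labels, likewise, 1 of the 100 splits gave as many genes in each tissue. The correlation of the heat effects of both tissues, 0.225, was reached by 3 of the 100 splits, whose median without the real one was 0.117.

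Heat and time effects went the same way. Across genes, which are not independent replicates, the heat change correlated with the change from 7 to 14 DAF with r = 0.23 (rho 0.21) in siliques and 0.59 (rho 0.38) in seeds. As large a correlation was given by 19 of the 100 splits in siliques and by 2 in seeds, so the value in siliques is no larger than regrouped libraries give. Of the genes lowered by heat, 70.9% in siliques and 82.7% in seeds were also lower at 14 DAF.

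The hypothesis that heat advanced development was tested with a position in days that was read from the time genes, with the control libraries of the other season as the scale. Heated seeds were 1.84 days later than control seeds (permutation p = 0.00026), later in 7 of 8 combinations of hybrid, time and season. The shift was 1.05 days in season 1 (permutation p = 0.0842) and 2.63 days in season 2 (permutation p = 0.00109), and one combination reached 7.27 days. In siliques the shift was 0.72 days (permutation p = 0.124), later in 4 of 8 combinations. The added warmth would have given a mean gain of 3.50 days in thermal time above 0 °C. The seed value is in line with an advance by heat, but season 1 alone does not show it beyond its spread, so the hypothesis stays open. With the position as a covariate, 77.5% of the heat genes of siliques (2158 of 2784) were left, against 2609 with a shuffled position, which argues against advanced development as the only cause there. In seeds 13.9% (121 of 873) were left, against 572 with a shuffled position, and a cause cannot be assigned from this because position and heat go together.

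Genes with both a genotype and a heat effect were more frequent than chance in both tissues, and a shared dependence on expression level was tested as an explanation. Within 20 strata of mean value the odds ratio was 2.14 in siliques and 1.39 in seeds, so expression level could account for part of the overlap and not for all of it. A spread between libraries that is shared by both tests was not separated from it.

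The genotype effects ran in stretches of neighbouring genes. In the order of their identifiers, genes were divided into windows of 50, and the median log2 difference between Lumen and Solar was at least 0.5 in size in 40 of 965 windows in siliques and 46 of 940 in seeds. In 1000 shuffled gene orders 0 windows reached this, and heat, time and season gave 0 windows in the real order. Over the 846 windows tested in both tissues, the medians of siliques and seeds correlated with r = 0.949 (rho 0.78), so the stretches are not those of one tissue. In both tissues 36 windows were past the limit, 27 of them lower and 9 higher in Lumen. Lower in Lumen were 16 windows on C09, 6 on C05, 3 on A03, 1 on A04 and 1 on C06. The medians in siliques ran from -1.34 to -0.68 on C05 and from -0.96 to -0.50 on A03. Higher in Lumen were 5 windows on A05 and 4 on C03. The windows of A03 and C03 thus went opposite ways, as did those of A05 and C05. Whether these windows hold copies of the same genes in the A and C subgenomes was not tested. A candidate explanation is that a hybrid carries chromosome stretches whose sequence differs from the reference, so that fewer reads map, or that differ in copy number. The 36 windows cannot be told apart by this, because the values hold no reads to compare and no genome of the hybrids was analysed here.

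The indianred2 and palevioletred hub scores differed between the seasons, and season was tested as the explanation of their inverse relation. The deviations from the condition means correlated with r = 0.024 (permutation p = 0.906), but without the library of heated Lumen with many genes at 0 with r = -0.55 (27 libraries, permutation p = 0.00277, adjusted 0.018, rho -0.45 with p = 0.0178). The relation therefore depends on 1 library, and season as its only source could not be decided.

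Replicate 1 of control Solar seeds at 14 DAF in season 1 had the highest sum of deposited values, 1658548, the lowest share of pseudoaligned reads, 48.3%, and 33.5% of the values in its 10 highest genes. The highest gene alone, BnaAnng22160D, stood at 191275, or 11.5% of the sum, against a median of 2216 and a highest value of 18153 in the other seed libraries.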
